# GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling promotes atherosclerosis

**DOI:** 10.1016/j.isci.2023.107293

**Published:** 2023-07-11

**Authors:** Daisuke Tsukui, Yoshitaka Kimura, Hajime Kono

**Keywords:** Molecular biology, Immunology

## Abstract

Atherosclerosis complicates chronic inflammatory diseases, such as rheumatoid arthritis and systemic lupus erythematosus, suggesting that a shared physiological pathway regulates inflammatory responses in these diseases wherein spleen tyrosine kinase (SYK) is involved. We aimed to identify a shared therapeutic target for atherosclerosis and inflammatory diseases. We used *Syk*-knockout atherosclerosis-prone mice to determine whether SYK is involved in atherosclerosis via the inflammatory response and elucidate the mechanism of SYK signaling. The *Syk*-knockout mice showed reduced atherosclerosis *in vivo*, and macrophages derived from this strain showed ameliorated cell migration *in vitro*. CD11c expression decreased on *Syk*-knockout monocytes and macrophages; it was upregulated by forkhead box protein O1 (FOXO1) after stimulation with granulocyte-macrophage colony-stimulating factor (GM-CSF), and c-Jun amino-terminal kinase (JNK) mediated SYK signaling to FOXO1. Furthermore, FOXO1 inhibitor treatment mitigated atherosclerosis in mice. Thus, GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling in monocytes and macrophages and FOXO1 could be therapeutic targets for atherosclerosis and inflammatory diseases.

## Highlights

• *Syk*^del/del^ mice exhibit reduced atherosclerosis and macrophage accumulation
• SYK promotes macrophage cell migration via upregulated CD11c expression
• GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling occurs in macrophages
• FOXO1 inhibitor decreases CD11c expression and ameliorates atherosclerosis in mice

## Introduction

Chronic inflammation promotes the development of atherosclerosis and cardiovascular disease.^1^ Although hypercholesterolemia—in particular, high levels of low-density lipoprotein cholesterol (LDL-C)—is a significant risk factor for atherosclerosis,^2^ lipid-lowering therapy, such as statin administration, does not completely avert the risks of cardiovascular disease.^3^ There is a residual risk owing to factors, such as triglyceride, apolipoprotein B-100, and inflammation levels.^1^^,^^4^^,^^5^ Previous studies have reported that inflammation is also involved in the development of atherosclerosis; for instance, the level of high-sensitivity C-reactive protein (CRP), a well-known serum inflammation marker in clinical use, can predict cardiovascular events, including myocardial infarction and stroke, and the need for a coronary revascularization procedure.^6^^,^^7^

Inflammation plays a pivotal role in atherosclerotic development. LDL-C-induced hyperlipidemia results in the accumulation of LDL-C in vessel walls. Subsequently, LDL-C is oxidized and engulfed by macrophages, which secrete inflammatory cytokines, resulting in cellular infiltration from the bone marrow.^8^ The process of cellular infiltration into a lesion is common in chronic systemic inflammatory diseases, such as rheumatoid arthritis (RA) and systemic lupus erythematosus (SLE), which are considered high-risk factors for cardiovascular events.^9^^,^^10^ Furthermore, these disease activity scores correlate with an exacerbation of atherosclerotic development.^11^^,^^12^

Herein, we focused on spleen tyrosine kinase (SYK), which is a non-receptor tyrosine kinase expressed in hematopoietic cells and regulates the downstream signaling of various cell surface receptors,^13^ for the following reasons. A genome-wide association study revealed that patients with vascular dementia harbor a risk-related variant of the *Syk* gene.^14^ In addition, SYK is highly expressed in human atherosclerotic plaques,^15^ whereas an SYK inhibitor ameliorates RA and SLE in a murine model.^16^^,^^17^ Although SYK carries out several functions, such as inflammatory cytokine production, phagocytosis of oxidized LDL, and cell differentiation,^18^^,^^19^^,^^20^^,^^21^^,^^22^ its involvement in the shared pathophysiology between atherosclerosis and chronic systemic inflammatory diseases remains unclear.

Therefore, we used *Syk*-knockout mice to identify common pathological mechanisms between atherosclerosis and chronic systemic inflammatory diseases to discover new therapeutic targets to treat both conditions.

## Results

### SYK promotes atherosclerosis and macrophage invasion on atherosclerotic plaques

First, we generated *Syk*^*flox/flox*^*Rosa26CreER*^*(T2)+/+*^*Ldlr*^*−/−*^ mice. The *Syk* gene was systemically knocked out using tamoxifen. *Syk* deletion from each organ was confirmed using PCR and western blotting (Figures S1A and S1B). *Ldlr* knockout was also confirmed using PCR (Figure S1C). Mice were fed a high-fat diet for 16 weeks for atherosclerosis induction. The cumulative atherosclerotic area in the aortic sinus and the aorta in *Syk*^*del/del*^ mice was considerably smaller than that in *Syk*^*+/+*^ mice (Figures 1A and 1B). Next, we measured the macrophage area of the atherosclerotic plaque as macrophages play a central role in atherosclerosis.^8^ The macrophage area of *Syk*^*del/del*^ mice was smaller than that of *Syk*^*+/+*^ mice (Figure 1C). However, both groups showed no significant differences in body weight and serum cholesterol levels (Figure 1D). These results indicate that SYK promoted atherosclerosis regardless of hypercholesterolemia.

**Figure 1:**
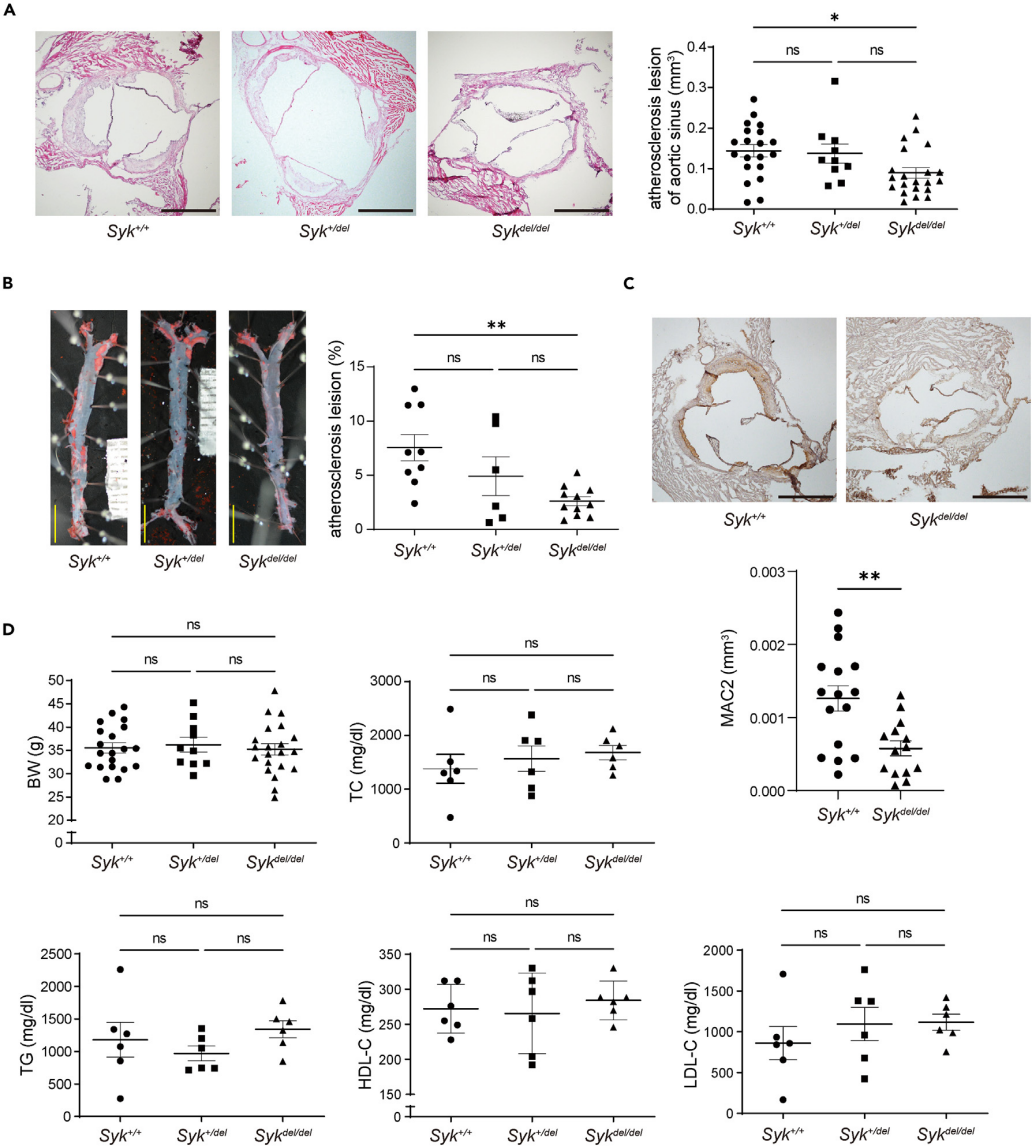
SYK exacerbates atherosclerosis and the recruitment of macrophages in atherosclerotic lesions without affecting lipid profile (A) Representative hematoxylin-eosin staining of the aortic sinus (n = 10–21; Kruskal-Wallis test; Dunn’s multiple comparison test; scale bar: 500 μm). (B) Oil Red O staining of the aorta (n = 6–11; one-way ANOVA; Dunnett’s T3 multiple comparisons test; scale bar: 5 mm) and (C) Mac-2 staining (macrophage marker) of the aortic sinus (n = 14–16; unpaired *t* test; scale bar: 500 μm). (D) Each graph shows body weight (BW), serum levels of total cholesterol (TC), triglyceride (TG), HDL-cholesterol (HDL-C), and LDL-cholesterol (LDL-C) (n = 10–21 for BW; n = 6 per group for other parameters; one-way ANOVA). Data are shown as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01; Ns: not significant. *Syk* = spleen tyrosine kinase.

### SYK regulates cell migration via CD11c expression on macrophages

As we determined that *Syk* deletion reduced the macrophage area on the plaque, we hypothesized that *Syk* deletion attenuated cell migration. Therefore, we performed wound scratch and transwell migration assays. We used bone marrow-derived macrophages (BMDMs) and confirmed *Syk* deletion using PCR and western blotting (Figures S2A and S2B). The wound scratch and transwell migration assays showed that *Syk-*deficient BMDMs exhibited decreased cell motility and migration capability owing to C-C motif chemokine ligand 2 (CCL2) (Figures 2A, 2B, and S2C).

**Figure 2:**
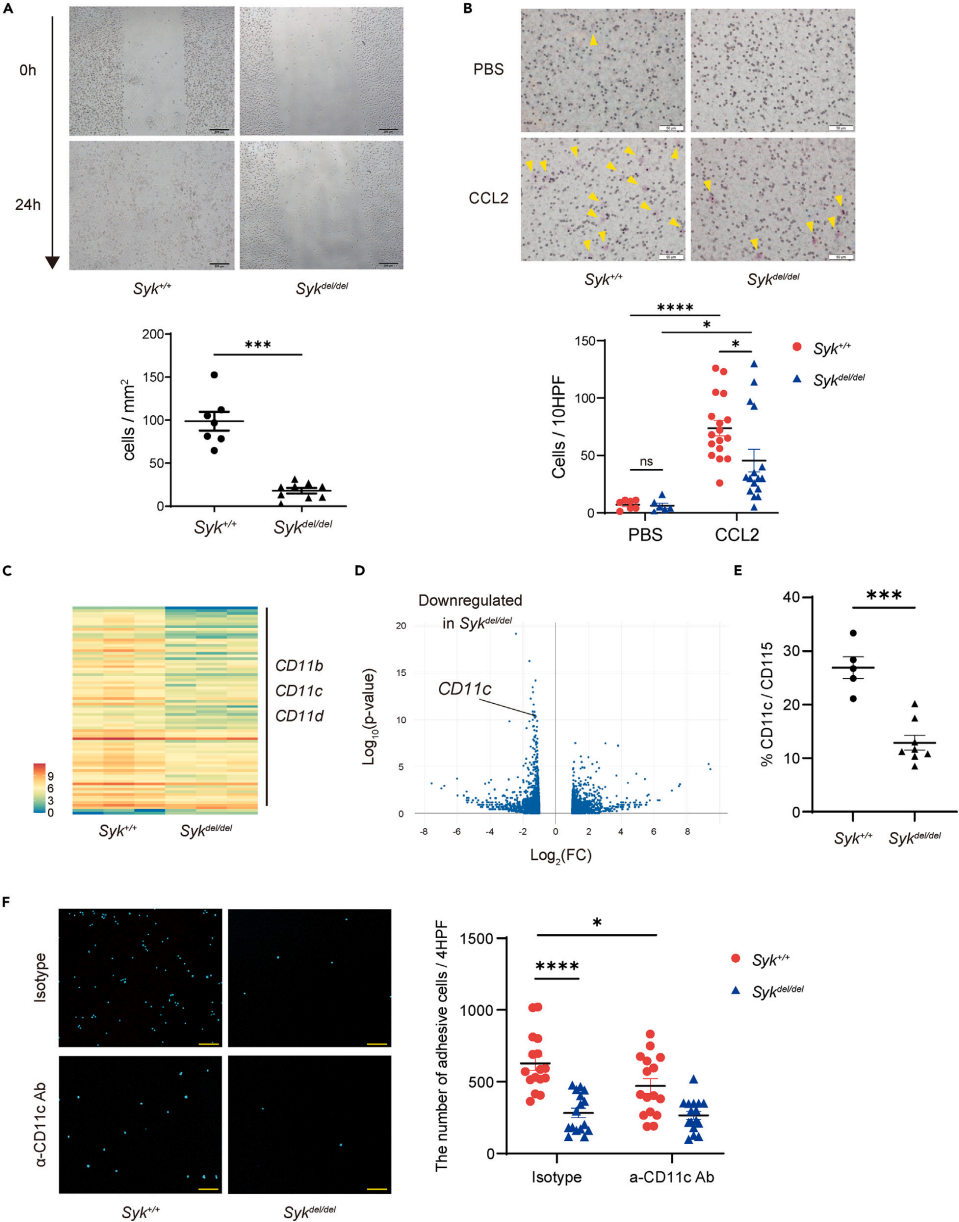
SYK upregulates CD11c expression to enhance cell migration (A) Wound scratch assay: The number of invading cells normalized by the scratch area measured 24 h after the scratch was made. Three independent experiments were performed, and values were averaged based on three fields of view per well (n = 7–9; unpaired *t* test; scale bar: 200 μm). (B) Transwell migration assay: representative microscopic images after hematoxylin-eosin staining. The cell number is a sum of the values of 10 fields of view per well. At least three independent experiments were performed (n = 6–17, one-way ANOVA; Šídák’s multiple comparisons test; arrowheads indicate cells through the membrane. Scale bar: 50 μm). (C and D) RNA-seq was performed with bone marrow monocytes from *Syk*^*+/+*^ and *Syk*^*del/del*^ mice (n = 3 per group). Heatmap representation of the top differentially expressed genes with gradient color bar (C) and Volcano plot (D). (E) CD11c expression on peripheral monocytes isolated from mice fed a high-fat diet for 8 weeks measured using flow cytometry (n = 5–8; unpaired *t* test). Representative gating analyses are shown in Figures S2E and S2F, Cell adhesion assay. (F) Representative microscopic images. The number of adhesion cells stained by DAPI was calculated using confocal microscopy. The cell number is a sum of the values of four fields of view per well. Four independent experiments were performed in quadruplicate wells. Statistical analysis was performed for Isotype-*Syk*^*+/+*^ and CD11c-*Syk*^*+/+*^, and Isotype-*Syk*^*+/+*^ and Isotype-*Syk*^*del/del*^ (n = 16 per group; unpaired *t* test, Mann-Whitney test, respectively; scale bar: 100 μm). Data are shown as mean ± SEM. ∗p < 0.05, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; Ns: not significant. CCL2, C-C motif chemokine ligand 2; PBS, phosphate-buffered saline; *Syk*, Spleen tyrosine kinase.

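Spleen tyrosine kinase, the product of *Syk*, relays signals from immune receptors, and its gene was counted at similar levels in the RNA-seq libraries of both genotypes. The normalized count of *Syk* was 4463, 5527 and 5427 in the 3 *Syk*+/+ libraries and 4794, 5094 and 4712 in the 3 libraries labelled *Syk* del/del, a log2 fold change of -0.07 (standard error 0.10, adjusted p = 1 from limma). The paper's text does not name the exon that is deleted, and reads from the exons that remain can be counted for the gene, so this level does not check the genotype labels. The paper shows loss of the *Syk* gene by PCR and of its protein by western blotting in several organs and in BMDMs (Figures S1 and S2), and lower CD11c protein on *Syk*-deficient peripheral monocytes (Figure 2E). The monocytes were taken from bone marrow with an isolation kit that removes other cell types, and the legend of Figure 2 gives n = 3 per group. The submitters' description gives 8 weeks of high-fat diet before the cells were taken and speaks of triplicates. If the 3 libraries of a genotype do not come from separate mice, the p-values measure only the spread between these samples, which may be technical.
Libraries were made from 500 ng of total RNA after removal of rRNA, with a kit that keeps the strand of the transcript, and were sequenced from both ends. The authors mapped the reads to the mouse genome GRCm38/mm10, counted them for annotated genes with CLC Genomics Workbench and normalized them. The version of the workbench and the annotation are not given in the sources used here. The methods name TPM (transcripts scaled by gene length and library) as the unit. The deposited table holds log2(x + 1) for 49585 rows, in which x is a read count times 1 factor per library that is the same for every gene, so x is not divided by gene length and is called the normalized count here. In every library 100% of the values were whole multiples of that factor to within 0.06 of a read, which gave back the reads assigned to genes. These totalled 6934932, 6805111 and 7071823 in *Syk*+/+ and 5870797, 6254375 and 4168626 in *Syk* del/del. A single read is thus worth 0.935 normalized counts in *Syk*+/+ replicate 1 and 1.56 in *Syk* del/del replicate 3, the shallowest library, and low genes are measured least precisely there. Libraries of the same genotype differed by more than the sampling noise, by 3.85 to 7.94 times in *Syk*+/+ and 2.46 to 12.1 times in *Syk* del/del (chi-square per degree of freedom over genes), which does not tell separate mice from repeat libraries. *Syk* del/del replicate 1 stood furthest apart, at 10.7 and 12.1 from the others of its genotype, which were 2.46 from each other. The genotypes were compared with limma on the deposited log2 values over the 14023 genes with a normalized count of at least 1 in at least 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(x + 1) scale, which understates the change of low genes, and means are given with the SD over n = 3 libraries.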

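Most genes that differed between the genotypes were lower in the libraries labelled *Syk* del/del. Immunoglobulin genes left out, 50 genes had an adjusted p under 0.05, of which 49 were lower and 1 was higher. At an unadjusted p under 0.05 there were 465 lower and 217 higher genes. Among the called genes with a mean CPM of at least 1 and no overlap between the genotypes, the largest decrease was that of *2900026A02Rik*, on chromosome 5 of GRCm38 from 113086323 to 113221236, whose normalized count was 45.8 ± 7.88 in *Syk*+/+ and 4.43 ± 2.85 in *Syk* del/del, a log2 fold change of -3.25 (standard error 0.41, adjusted p = 0.0075). It was followed by *Cited4*, a transcriptional cofactor, at -2.85, *Lilra5*, a leukocyte receptor, at -2.58, and *Setbp1* at -2.36. *Tgm2*, which encodes transglutaminase 2, had a normalized count of 115.5 ± 53.8 in *Syk*+/+ and 20.8 ± 2.29 in *Syk* del/del (log2 fold change -2.32, standard error 0.29). The myeloid receptors *Cd300ld3* and *Cd300e* had log2 fold changes of -2.35 and -2.17. The HSP70 genes *Hspa1b* and *Hspa1a* had log2 fold changes of -2.11 and -2.04, and *Pparg*, a nuclear receptor of lipid metabolism on chromosome 6 from 115360951 to 115490399, had one of -1.98. These 10 genes had adjusted p-values of 0.0073 to 0.019 from limma. Reads may be shared between *Hspa1a* and *Hspa1b*, which are near-identical copies, and between *Cd300ld3* and its relatives, and exons of *Tgm2* and *Hspa1a* overlap genes on the other strand. The gene that was higher was *Rnf144b*, an E3 ubiquitin ligase, at 530 ± 58.2 in *Syk*+/+ and 771 ± 55.9 in *Syk* del/del (log2 fold change 0.54, standard error 0.10, adjusted p = 0.044). Its call ended without any 1 of the 6 libraries, at adjusted p-values of 0.057 to 0.24.
Of 38 genes of SYK-coupled receptors and signalling, 3 were lower, none was higher and 35 did not pass, and 4 were lower when adjusted over the list alone. The 3 were *Fcgr4*, a receptor for IgG (log2 fold change -1.66, standard error 0.26), *Treml4* (-1.56, standard error 0.24) and *Pik3ap1*, an adaptor for phosphoinositide 3-kinase (-0.94, standard error 0.14). *Fcgr4* and *Treml4* are also genes of non-classical monocytes. The list lay lower than other genes by camera (adjusted p = 0.0031) but not with an estimated correlation between genes (adjusted p = 0.44). The 3 calls ended without *Syk*+/+ replicate 1 or 2 or *Syk* del/del replicate 2, at adjusted p-values of 0.054 to 0.10. Of 22 genes of cholesterol efflux and lipid uptake, 2 were lower, *Pparg* and the scavenger receptor *Cd36* (-1.32, standard error 0.22), and none was higher, with 5 lower when adjusted over the list alone. Both genes, and 4 of the 22 in all, also belong to a list of non-classical monocyte genes. By camera this list had an adjusted p of 4.1e-05, and adjusted p = 0.34 with an estimated correlation. The call of *Cd36* ended without *Syk*+/+ replicate 1 or 2 or *Syk* del/del replicate 2 or 3, at adjusted p-values of 0.058 to 0.18. None of 24 genes of cholesterol synthesis and uptake passed, by limma over all genes or when adjusted over the list alone, 0 had an unadjusted p under 0.05, and the camera adjusted p was 0.077. Of 26 immediate early and stress genes, 2 were lower, *Hspa1a* and *Hspa1b*, none was higher, and 3 were lower when adjusted over the list alone. This list passed camera (adjusted p = 0.029) with a variance that follows the mean and not without (adjusted p = 0.14) or with an estimated correlation (adjusted p = 0.65). Without *Syk* del/del replicate 1 it lay higher than other genes (median log2 fold change 0.34, camera adjusted p = 2.9e-04). Of 19 inflammatory cytokines and chemokines, 1 was lower, *Il1b* (-1.61, standard error 0.28, adjusted p = 0.023), also when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. This list did not pass camera (adjusted p = 0.48), and without *Syk* del/del replicate 1 it lay higher than other genes (median log2 fold change 0.20, adjusted p = 0.011).
The count of 50 genes became 5 without *Syk*+/+ replicate 1, 4 without *Syk*+/+ replicate 2, 33 without *Syk*+/+ replicate 3 and 17 without *Syk* del/del replicate 2. Without *Syk* del/del replicate 1 it was 66, of which 16 were higher. When limma's variance did not follow the mean it was 6, with 2 lower and 4 higher, of which 2 were among the 50. With reads thinned to the depth of the shallowest library, a setting chosen after the data were seen, it was 0. Thinned reads over genes with a mean normalized count of at least 5, chosen after that result, gave 40 genes. Limma-voom on the recovered reads, also chosen after the data were seen, gave 34. With upper-quartile rescaling, quantile normalization and a replicate block the count was 49, 49 and 48. Each of the 50 kept its direction without any 1 library, and of the 23 called genes named here or at the other conclusions 3, 4, 16 and 13 kept the call without *Syk*+/+ replicates 1, 2 and 3 and *Syk* del/del replicate 2.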

To elucidate the cell migration-related genes downstream of *Syk*, we performed a comprehensive gene expression analysis of bone marrow monocytes using RNA sequencing (RNA-seq), which revealed the top 78 differentially expressed genes (DEGs), with a false discovery rate (FDR) < 0.05 (excluding immunoglobulin genes). Downregulated DEGs in *Syk*-deficient monocytes included the migration-related genes *Itgam2* (CD11b isoform), *Itgax* (CD11c), and *Itgad* (CD11d)—also known as integrins (Figures 2C and 2D). 

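*Itgax*, which encodes the CD11c chain of a leukocyte integrin, was lower in the libraries labelled *Syk* del/del. Its normalized count was 317 ± 67.0 in *Syk*+/+ and 119.5 ± 31.1 in *Syk* del/del (SD, n = 3 libraries each), a log2 fold change of -1.41 (standard error 0.19, adjusted p = 0.0080 from limma). *Itgad*, which encodes CD11d, was counted at 21.1 ± 8.35 in *Syk*+/+ and 5.73 ± 3.42 in *Syk* del/del, a log2 fold change of -1.81 (standard error 0.46) with an adjusted p of 0.21 and an unadjusted p of 0.0019 from limma. The table holds 2 rows for *Itgam*, which encodes CD11b, named Itgam_1 and Itgam_2 and given without coordinates. Itgam_1, with most of the reads, was at 1898 ± 116 in *Syk*+/+ and 1920 ± 82.8 in *Syk* del/del (log2 fold change 0.02, standard error 0.09, adjusted p = 1). Itgam_2 was at 42.2 ± 6.87 in *Syk*+/+ and 21.0 ± 7.64 in *Syk* del/del (log2 fold change -1.02, standard error 0.29), with an adjusted p of 0.31 and an unadjusted p of 0.0037 from limma.

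**Figure D1:**
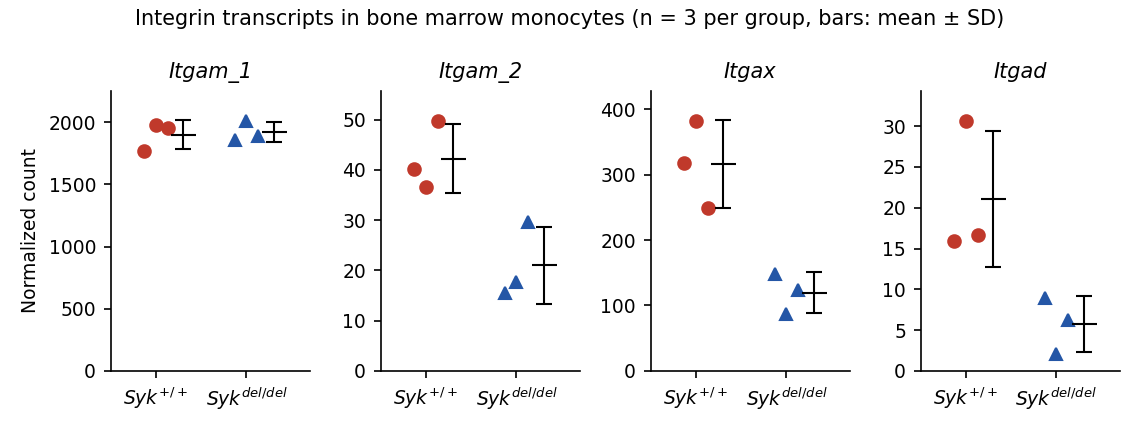
Normalized counts of *Itgam* (2 rows), *Itgax* and *Itgad* in bone marrow monocytes. Each point is 1 library (circles, *Syk*+/+, triangles, *Syk* del/del) and bars give the mean and SD of 3 libraries. *Itgax* lies between 249 and 383 in *Syk*+/+ and between 86.6 and 148.5 in *Syk* del/del, while the ranges of Itgam_1 overlap.

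For *Itgax*, *Itgad* and Itgam_2 every *Syk*+/+ library lay above every *Syk* del/del library, and chance gives a separation in either direction to 10% of genes with 3 libraries against 3. Of 23 integrin subunit genes, 1 was lower (*Itgax*), none was higher and 22 did not pass, and 4 were lower when adjusted over the list alone. The list lay lower than other genes by camera (adjusted p = 2.7e-04), with adjusted p = 0.44 with an estimated correlation. *Itgax*, *Itgad* and *Itgal*, 3 of the 23, also belong to the list of non-classical monocyte genes. That list lay lower than other genes by camera (adjusted p = 1.3e-53), with adjusted p = 0.11 with an estimated correlation. *Itgb5*, a beta chain, had a log2 fold change of -0.56 (adjusted p = 0.10) and *Itgal*, which encodes CD11a, one of -0.46 (adjusted p = 0.26).
In GRCm38 the 3 genes follow one another on the plus strand of chromosome 7, *Itgam* from 128062640 to 128118491, *Itgax* from 128129547 to 128150657 and *Itgad* from 128154376 to 128223816, with 11055 bp between the first pair and 3718 bp between the second. The GENCODE annotation used here places another protein-coding gene, Gm49368, from 128062683 to 128128160 on the same strand, with exons that overlap those of *Itgam*, but the table has no row of that name. Which reads each of the 2 rows for *Itgam* holds is not known from the sources used here. Exons of *Itgad* overlap a pseudogene on its own strand and genes on the other strand, among them *Cox6a2*.

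**Figure D2:**
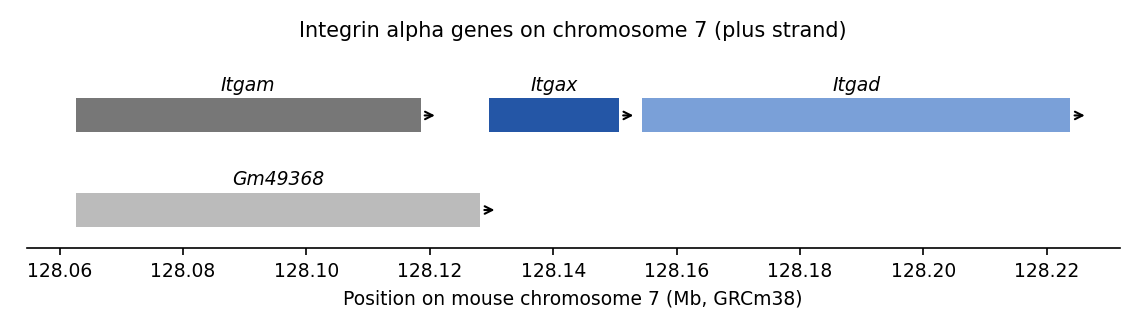
Map of the integrin genes on mouse chromosome 7 (x axis, position in Mb, GRCm38). Boxes span each gene from start to end and arrows give the direction of transcription. *Itgam* and Gm49368 share most of their length, and *Itgax* lies between *Itgam* and *Itgad*.

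The call of *Itgax* ended without *Syk*+/+ replicate 1 (adjusted p = 0.080), without *Syk*+/+ replicate 2 (adjusted p = 0.054), when limma's variance did not follow the mean (adjusted p = 0.41) and when all libraries were thinned to the depth of the shallowest (adjusted p = 0.20, and 0.078 to 0.20 over 8 draws), with log2 fold changes of -1.40, -1.26, -1.41 and -1.48. The call held under the other 14 of 18 alternatives. Among these were limma-voom and thinned reads over genes with a mean normalized count of at least 5, both chosen after the data were seen.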

Integrins are adhesion molecules that act against endothelial ligands, such as intercellular adhesion molecule 1 (ICAM-1) and vascular cell adhesion molecule 1, in cell migration.^23^^,^^24^^,^^25^ However, *Cd11b*^−/−^ bone marrow-transplanted mice were not protected from atherosclerosis, whereas *Cd11c-* and *Cd11d*-knockout mice exhibited reduced atherosclerosis.^24^^,^^26^^,^^27^ In addition, hypercholesterolemia induced CD11c surface expression on human peripheral monocytes.^28^ Therefore, we focused on *Cd11c* in the context of the downstream signaling of SYK, and *Cd11c* expression was validated using qPCR (Figure S2D). To determine the CD11c protein level, we measured CD11c expression in peripheral monocytes using flow cytometry. CD11c levels decreased significantly on *Syk*-deficient monocytes (p < 0.001), whereas those of CD11b did not decrease (Figures 2E, S2E, and S2F). We then evaluated the adhesive capacity of CD11c against ICAM-1 using an adhesion assay. BMDMs were stimulated with granulocyte-macrophage colony-stimulating factor (GM-CSF) to increase CD11c expression (Figure S2G). The number of adhesive cells in the isotype-control *Syk*-deficient BMDMs decreased more than that in *Syk*-wild type BMDMs. Additionally, the number of adhesive cells in *Syk*-wild type BMDMs incubated with anti-CD11c antibody decreased more than that in *Syk*-wild type BMDMs incubated with the isotype control. CD11c and SYK increased the cell adhesive capacity of BMDMs (Figure 2F).

Collectively, these results suggest that SYK promoted cell migration by regulating *Cd11c* gene and protein expression.

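Among other genes of leukocyte migration, the receptor *S1pr5* was lower in the libraries labelled *Syk* del/del. *S1pr5* encodes a receptor for sphingosine-1-phosphate, a lipid that guides the exit of leukocytes from tissues, and lies on chromosome 9 of GRCm38 from 21242912 to 21248443, where its exons overlap a gene on the other strand. Its normalized count was 306 ± 69.7 in *Syk*+/+ and 130 ± 38.7 in *Syk* del/del (SD, n = 3 libraries each), a log2 fold change of -1.24 (standard error 0.20, adjusted p = 0.017 from limma). It was the 1 gene of 30 on a list of leukocyte migration and adhesion that passed. None was higher and 29 did not pass, while 3 were lower when adjusted over the list alone. The tetraspanin *Cd9* had a log2 fold change of -1.05 (adjusted p = 0.14) and *Pecam1*, an adhesion molecule of leukocytes and endothelium, one of -0.42 (adjusted p = 0.955). The integrin ligands were also counted in these cells. *Icam1* was at 278 ± 27.0 in *Syk*+/+ and 258 ± 18.7 in *Syk* del/del (log2 fold change -0.10, adjusted p = 1), and *Vcam1* at 142.5 ± 18.9 and 70.0 ± 39.3 (log2 fold change -1.19, adjusted p = 0.32). *Ccl2*, which encodes the chemokine of the transwell assay, had a log2 fold change of 0.32 (adjusted p = 1) at fewer than 10 normalized counts on average, and was lower without *Syk*+/+ replicate 1 (-0.13) or *Syk* del/del replicate 2 (-0.33). As a set the migration list lay lower than other genes by camera (adjusted p = 0.0031), with adjusted p = 0.43 with an estimated correlation. Of its genes, *Cd9*, *Cx3cr1* and *Spn* also belong to the list of non-classical monocyte genes and *Vcam1* to that of resident macrophages. Both of those lists were lower by camera, but each had an adjusted p of 0.11 by camera with an estimated correlation. *S1pr5* is on neither of them, but its log2 fold change was close to the median of the non-classical list (-1.225). Whether its decrease is separate from that of either list was not tested. The call of *S1pr5* ended without *Syk*+/+ replicate 1 (adjusted p = 0.11), *Syk*+/+ replicate 2 (adjusted p = 0.12) or *Syk* del/del replicate 2 (adjusted p = 0.086). The paper checked the lower *Cd11c* transcript by qPCR in bone marrow monocytes from mice on 2 weeks of diet (Figure S2D) and reports that it held. It takes the transcript together with the lower CD11c protein on peripheral monocytes (Figure 2E) and the migration and adhesion assays with BMDMs (Figures 2A, 2B and 2F). From these it proposes that SYK promotes migration through the expression of CD11c.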

### SYK translocates FOXO1 to the nucleus during CD11c expression

To determine the region of the *Cd11c* promoter associated with SYK, we performed a luciferase assay using various lengths of the promoter. SYK was associated with a region 917–1,164 bp upstream of the *Cd11c* transcription start site (TSS) (Figure 3A). Next, we determined and sequenced the candidate transcription factors (TFs) that bound 917–1,164 bp upstream of the *Cd11c* TSS using in silico analysis (JASPAR, Table S1).^29^ To identify candidate TFs, we analyzed CD11c expression on BMDMs by adding inhibitors against the TFs using flow cytometry. A forkhead box protein O1 (FOXO1) inhibitor (AS1842856) suppressed CD11c expression (Figure 3B); the inhibitor hampers FOXO1 transcriptional activity.^30^^,^^31^ Additionally, the FOXO1 inhibitor decreased CD11c expression on RAW264.7 cells, a murine macrophage cell line (Figure S3A), and another FOXO1 inhibitor (AS1708727) suppressed BMDM CD11c expression (Figure S3B).

**Figure 3:**
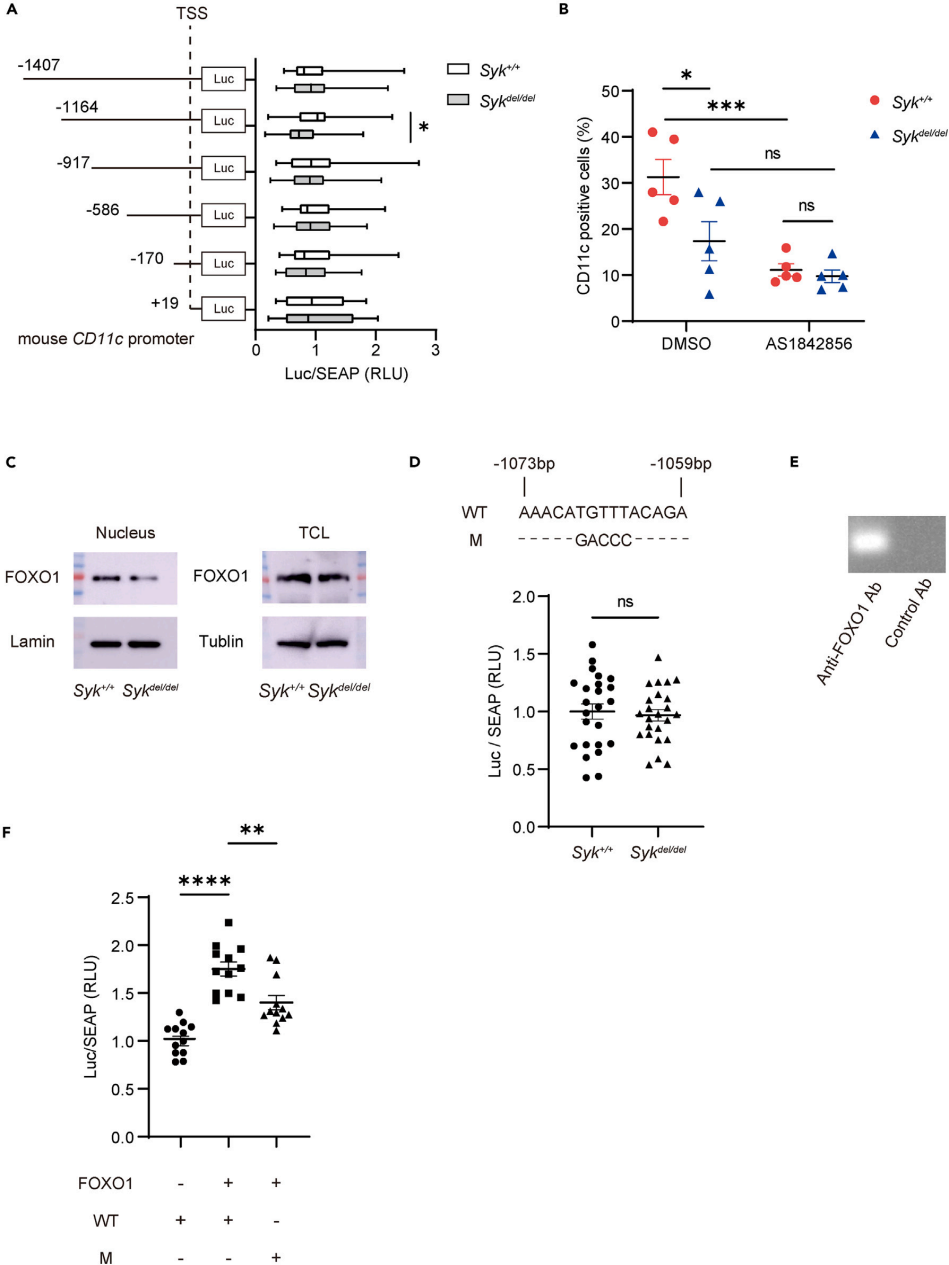
FOXO1 is a transcriptional regulator for CD11c (A) Dual reporter assay revealed the spleen tyrosine kinase (*Syk*)-associated region of the *Cd11c* promoter. Bone marrow-derived macrophages (BMDMs) were infected with a lentivirus vector comprising different lengths of the *Cd11c* promoter, nucleotides encoding Gaussia luciferase (Luc), and secreted embryonic alkaline phosphatase (SEAP). Relative light units (RLU) were normalized with SEAP activity. Six independent experiments were performed in quadruplicate wells (n = 24 per group; Mann-Whitney test). (B) CD11c expression on BMDMs measured using flow cytometry. BMDMs were stimulated overnight with 20 ng/mL of granulocyte-macrophage colony-stimulating factor (GM-CSF) after overnight incubation with a forkhead box protein O1 (FOXO1) inhibitor (58 nM AS1842856). Five independent experiments were performed (n = 5 per group; one-way ANOVA; Šídák’s multiple comparisons test). (C) Western blotting for FOXO1 expression in nuclear fraction and total cell lysate (TCL) of BMDMs. BMDMs were stimulated with 20 ng/mL GM-CSF. Four independent experiments were performed. (D) Dual reporter assay with mutant sequences corresponding to the FOXO1 binding site of the *Cd11c* promoter. Six independent experiments were performed in quadruplicate wells (n = 24 per group; unpaired *t* test). Wild-type (WT) and mutant (M) sequences are indicated above the quantitative graph. (E) ChIP PCR was performed with *Syk*^*+/+*^ cells. Three independent experiments were performed. (F) Dual reporter assay was performed to compare the activity of the WT and mutated (M) *Cd11c* promoter plasmids under FOXO1 overexpression (FOXO1). Three independent experiments were performed in quadruplicate wells (n = 12 per group; one-way ANOVA; Šídák’s multiple comparisons test). See also Figure S3D. Data are shown as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; Ns: not significant. TSS = transcription start site.

FOXO1 shuttles between the cytosol and nucleus, and intranuclear FOXO1 activates gene expression.^32^ Therefore, the subcellular localization of FOXO1 in GM-CSF-primed BMDMs was evaluated using western blotting. Consistent with the result that the FOXO1 inhibitor suppressed CD11c expression on BMDMs (Figure 3B), the intranuclear FOXO1 levels decreased in *Syk*-deficient BMDMs, whereas the FOXO1 level of total cell lysate remained the same in *Syk*-wild type and *Syk*-deficient BMDMs. These data indicate that SYK affects FOXO1 translocation to the nucleus (Figure 3C). Western blotting revealed the nuclear translocation of FOXO1 in RAW264.7 cells without GM-CSF stimulation (Figure S3C). Then, we evaluated whether FOXO1 binds to the predicted sequence in three ways. First, we mutated the predicted FOXO1 binding sequences present on the reporter plasmid to measure gene expression. The reporter assay performed with the mutated promoter did not show substantial differences between *Syk*-wild type and *Syk*-deficient cells (Figure 3D), whereas a considerable difference was observed between them when performed with the original promoter (Figure 3A). Second, chromatin immunoprecipitation (ChIP) PCR revealed that FOXO1 could bind to the predicted sequence of the *Cd11c* promoter (Figure 3E). Third, FOXO1 overexpression increased *Cd11c* promoter activity, while mutation of the FOXO1 binding site in the *Cd11c* promoter reduced the activity (Figure 3F). The FOXO1 overexpression in 293T cells was confirmed by western blotting (Figure S3D).

These data suggest that SYK induced FOXO1 nuclear translocation, thereby upregulating *Cd11c* transcription.

### JNK controls FOXO1 subcellular localization in SYK-mediated signaling

We investigated the molecules responsible for mediating FOXO1 translocation-*Cd11c* expression downstream of SYK signaling. Previous studies reported that AMP-activated protein kinase (AMPK), p38, macrophage stimulating 1 (MST1), and c-Jun amino-terminal kinase (JNK) positively control the nuclear translocation of FOXO family proteins.^33^^,^^34^^,^^35^^,^^36^ Thus, we evaluated CD11c expression on GM-CSF-primed BMDMs in the presence of an AMPK inhibitor (Compound C), p38 inhibitor (SB203580), MST1/2 inhibitor (XMU), and JNK inhibitor (SP600125) using flow cytometry. The JNK inhibitor suppressed CD11c expression, whereas the AMPK inhibitor, p38 inhibitor, and MST1/2 inhibitor did not (Figures 4A and 4B). Moreover, the JNK inhibitor suppressed FOXO1 intranuclear translocation (Figure 4C).

**Figure 4:**
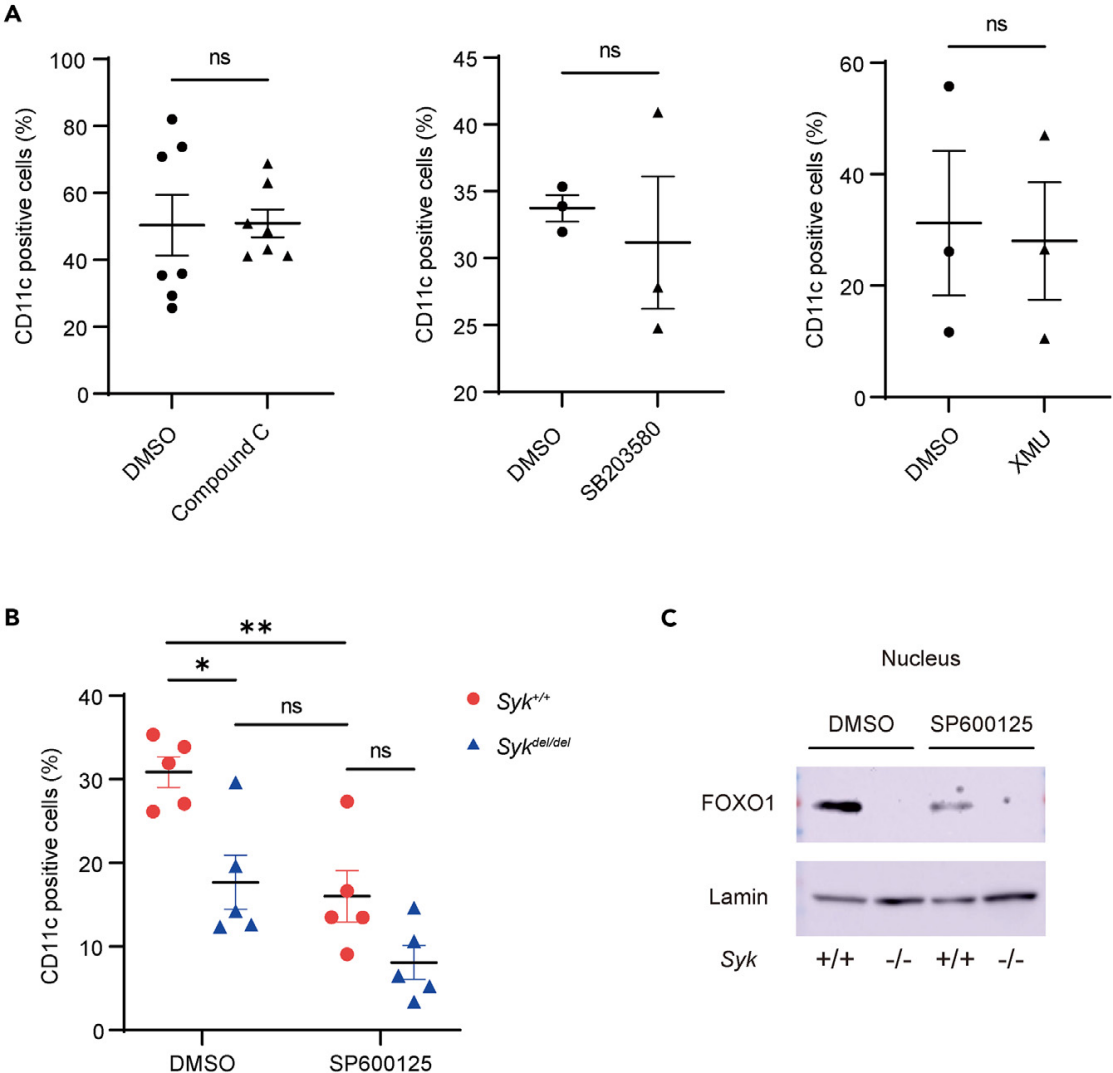
JNK inhibitor suppresses CD11c expression and FOXO1 subcellular localization (A and B) CD11c expression on bone marrow-derived macrophages (BMDMs) measured using flow cytometry. BMDMs were stimulated with 20 ng/mL granulocyte-macrophage colony-stimulating factor (GM-CSF) after overnight incubation with one of the following inhibitors: 500 nM Compound C, 2.65 μM SB203580, 1.92 μM XMU, and 2.25 μM SP600125 (n = 3–7; A, unpaired *t* test and B, one-way ANOVA with Šídák’s multiple comparisons test). (C) Nuclear FOXO1 in GM-CSF-primed BMDMs after the addition of 2.25 μM SP600125 evaluated using western blotting. Three independent experiments were performed. Data are shown as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01; Ns: not significant. Forkhead box O1 = FOXO1; JNK = c-Jun amino-terminal kinase; *Syk* = spleen tyrosine kinase.

Thus, with these data, it is reasonable to conclude that SYK and JNK mediated the GM-CSF receptor/FOXO1/CD11c signaling pathway.

### FOXO1 controls CD11c expression in human cell lines

The data presented above are based on animal experiments. However, the homology of the FOXO1 binding region in the *Cd11c* promoter between humans and mice is low. To evaluate whether FOXO1 mediated CD11c expression in THP-1 and HL-60 cells (human cell lines), we performed flow cytometry and western blotting. These cell lines, which were differentiated into macrophage/monocyte-like cells with phorbol myristate acetate (PMA), showed upregulated CD11c cell surface expression and PMA-mediated FOXO1 translocation into the nucleus (Figure 5A). Moreover, AS1842856, a FOXO1 inhibitor, suppressed CD11c expression (Figure 5B).

**Figure 5:**
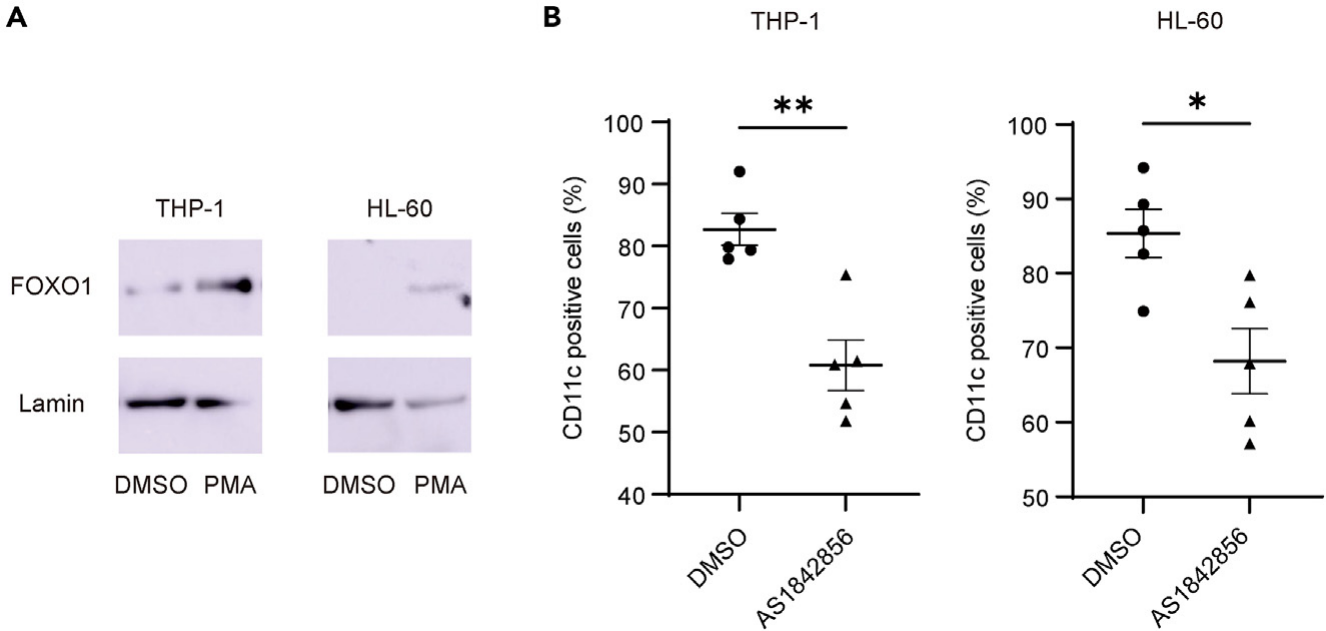
FOXO1 inhibitor suppresses CD11c expression on human monocytes (A) Nuclear FOXO1 levels in phorbol myristate acetate (PMA)-primed THP-1 and HL-60 (1 and 10 ng/mL, respectively; overnight) cells evaluated using western blotting. Three independent experiments were performed. THP-1 cells were incubated with RPMI supplemented with 1% inactivated FBS. (B) CD11c expression on PMA-primed THP-1 and HL-60 cells (1 and 10 ng/mL, respectively; overnight) after overnight incubation with forkhead box protein O1 (FOXO1) inhibitor (58 nM AS1842856) was measured using flow cytometry (n = 5; unpaired *t* test). Data are shown as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01.

These data indicate that FOXO1 upregulated CD11c expression in both human cell lines and mice.

### FOXO1 inhibitor suppresses CD11c expression and atherosclerosis *in vivo*

To confirm FOXO1 function *in vivo*, we determined CD11c expression in peripheral and bone marrow-derived monocytes treated with 20 mg/kg FOXO1 inhibitor AS1842856 for 2 weeks. Flow cytometry and qPCR revealed that AS1842856 suppressed CD11c expression in accordance with the *in vitro* observations (Figures 3B, 6A, and 6B). Finally, we evaluated atherosclerotic development in the presence of 20 mg/kg AS1842856 for 8 weeks. The FOXO1 inhibitor notably suppressed atherosclerosis in the aortic sinus and aorta (Figures 6C and 6D). No substantial difference was observed in the relative abundance of macrophages on atherosclerotic plaques. Nevertheless, the abundance of monocytes isolated from the dimethyl sulfoxide (DMSO) and FOXO1 inhibitor-administered groups of Syk^+/+^ mice decreased (Figure 6E). Moreover, although the levels of LDL-C in Syk^+/+^ mice administered AS1842856 were lower than those in Syk del/del mice administered AS1842856, no considerable differences were observed in the levels of the other serum cholesterols. However, a difference was observed between the DMSO and FOXO1 inhibitor groups of Syk^+/+^ mice in terms of body weight (Figure S4A).

**Figure 6:**
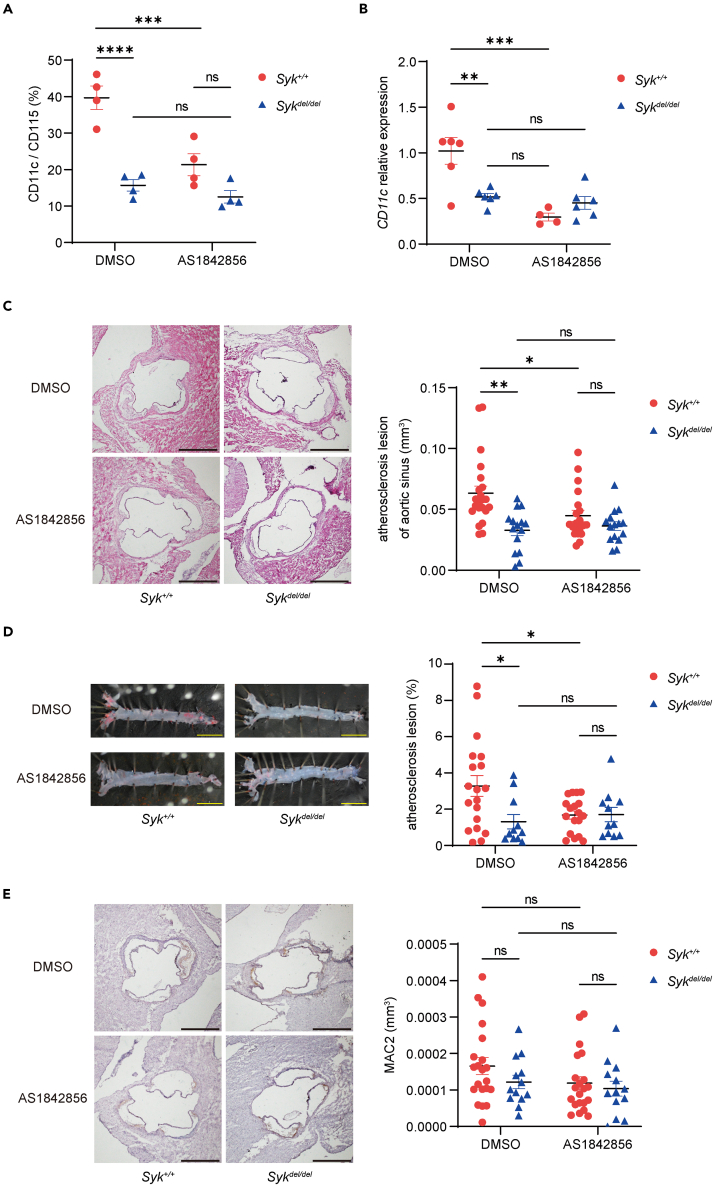
FOXO1 inhibitor suppresses CD11c expression and atherosclerosis *in vivo* (A and B) High-fat-diet-fed mice were intraperitoneally injected with forkhead box protein O1 (FOXO1) inhibitor (20 mg/kg AS1842856) or DMSO (control) for 2 weeks (5 days a week). (A) CD11c cell surface expression in peripheral monocytes measured using flow cytometry (n = 4 per group; one-way ANOVA; Šídák’s multiple comparisons test). (B) *Cd11c* expression in bone marrow monocytes evaluated via qPCR (n = 4–6, one-way ANOVA, Šídák’s multiple). (C–E) Mice fed a high-fat diet were intraperitoneally injected with FOXO1 inhibitor (20 mg/kg of AS1842856) for 8 weeks using the same method as in A and B. (C) Representative hematoxylin-eosin staining images of the aortic sinus (n = 15–22; Kruskal-Wallis test; Dunn’s multiple comparison test; scale bar: 500 μm). (D) Oil Red O staining of the aorta (n = 11–18; one-way ANOVA; Dunnett’s T3 multiple comparisons test; scale bar: 5 mm). (E) Mac-2 staining (macrophage marker) images of the aortic sinus (n = 13–21; Kruskal-Wallis test; Dunn’s multiple comparison test; scale bar: 500 μm). Data are shown as mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; Ns: not significant. *Syk* = spleen tyrosine kinase.

These findings indicate that the FOXO1 inhibitor suppressed mouse atherosclerosis and decreased CD11c expression on monocytes *in vivo*.

## Discussion

Herein, we focused on SYK, a key protein involved in chronic inflammation, and determined that it promoted atherosclerotic development via inflammatory cell migration (Figures 2A, 2B, 2F, and S2C). Additionally, we found that JNK, FOXO1, and CD11c mediated GM-CSF and SYK-related cell migration in monocytes and macrophages. Moreover, AS1842856, a FOXO1 inhibitor, reduced atherosclerosis by decreasing CD11c expression (Figures 6A–6C), indicating its therapeutic potential.

Our finding that *Syk* deletion suppressed atherosclerosis is consistent with a previous study demonstrating that the SYK-specific inhibitor fostamatinib, approved by the FDA for chronic idiopathic thrombocytopenic purpura,^37^ suppressed the development of atherosclerosis in mice.^38^ These results support the application of fostamatinib for the treatment of atherosclerosis. However, further clinical trials in humans are needed. Other studies have also reported that SYK is required for integrin signaling during cell migration.^39^^,^^40^ Here, we observed that SYK upregulated CD11c expression. To evaluate signal transduction between SYK and CD11c *in vitro*, we stimulated BMDMs with GM-CSF to upregulate CD11c expression. GM-CSF plays a role in proinflammatory cytokines in various diseases, and GM-CSF receptor signaling is SYK mediated.^41^^,^^42^ In GM-CSF-knockout mice, atherosclerosis and collagen-induced arthritis are reportedly mitigated.^43^^,^^44^ In humans, otilimab, an anti-GM-CSF monoclonal antibody, ameliorates RA.^45^ The number of GM-CSF-secreting peripheral blood mononuclear cells in SLE increases more than that in healthy controls, positively correlating with anti-double stranded-DNA titers.^46^ With reference to these findings, it is reasonable to suggest that the pathway identified herein contributes to both atherosclerosis and inflammation.

FOXO1 plays various roles, including insulin signaling, lipid metabolism, cellular differentiation, cell proliferation, apoptosis, and DNA repair^47^; however, whether FOXO1 promotes atherosclerosis is unknown. In a previous study, endothelium-specific FOXO isoform (FOXO1, 3a, and 4) triple-knockout mice exhibited atherosclerosis alleviation via enhanced nitric oxide availability, inflammation, and superoxide generation.^48^ In contrast, although myeloid-specific FOXO isoform triple-knockout mice did not exhibit suppression of atherosclerosis, their inflammatory response was increased.^49^ The differences between these reports and our findings suggest that the isoforms function differently because AS1842856 inhibits FOXO1 more specifically than FOXO3A and FOXO4, and analysis showed that the half maximal inhibitory concentration value of AS1842856 for FOXO1 (0.03 μM) is significantly lower than that for FOXO3A and FOXO4 (>1μM).^33^ Although these isoforms have overlapping functions, single-knockout mice express distinct phenotypes;^50^ for instance, atherosclerosis was not suppressed in *FoxO4*-systemic knockout mice.^51^ In addition, *FoxO3* knockdown increases reactive oxygen species production in vascular endothelial cells, contributing to atherosclerotic development.^52^ Although FOXO3 mediates nucleotide-binding oligomerization domain, leucine rich repeat and pyrin domain containing 3 inflammasome activation, which accelerates atherogenesis,^53^ the function of FOXO3 in atherosclerosis remains unclear. Furthermore, the function of each isoform differs in different organs; notably, skeletal muscle-specific FOXO1 overexpression in ApoE^−/−^ mice suppresses atherosclerosis.^54^

The signal transduction pathway from SYK to FOXO1 has been reported: FOXO1 initially binds to a 14-3-3 protein in the cytosol. Stress, including oxidative stress, can activate SYK-mediated JNK signaling, leading to the phosphorylation of 14-3-3 proteins and subsequent dissociation of the FOXO1–14-3-3 protein complex. This results in the translocation of free FOXO1 to the nucleus to upregulate transcription activities.^55^^,^^56^^,^^57^ Taken together, our study and previous reports suggested that the GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling axis is involved in atherosclerotic development.

Our initial goal was to find a common pathway between atherosclerosis and chronic inflammatory diseases. CD11c, an integrin family member, mediates cell migration via cell-cell adhesion during inflammatory responses.^24^ It is related to the pathogenesis of chronic inflammatory diseases; a previous study reported that *Cd11c* expression in peripheral blood mononuclear cells from patients with RA is higher than that in those from healthy donors and that *Cd11c* levels correlate with serum interleukin-2 (IL)-6 and IL-8 levels.^58^ Furthermore, M1-like macrophages, which express CD11c, contribute to atherosclerosis in SLE.^59^^,^^60^ Anti-integrin monoclonal antibody is approved for the treatment of ulcerative colitis and Crohn disease,^61^ although it does not target CD11c. Additionally, we focused on the common pathway related to Syk and cell migration in atherosclerosis, RA, and SLE. However, there may be additional shared pathways. For instance, the anti-phosphorylcholine antibody, which targets a component of oxidized LDL, exerts an atheroprotective effect.^62^ It has been reported that the lower titers of anti-phosphorylcholine antibodies in individuals with RA and SLE were probably associated with an increased risk of cardiovascular events.^63^^,^^64^ Hence, the capacity to produce anti-phosphorylcholine antibodies might be related to the development of atherosclerosis.

To the best of our knowledge, our study is the first to identify that FOXO1 TF upregulates CD11c expression to induce cell migration in the downstream signaling of SYK. Our findings also suggest that the GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling axis is commonly involved in the development of atherosclerosis and chronic inflammation. The findings of the study will serve as a reference for future studies that focus on elucidating the role of FOXO1 inhibitors in ameliorating collagen-related diseases in model mice.

### Limitations of the study

Our study has some limitations. First, we hypothesized that *Syk* deletion attenuated cell migration, which could explain decreased macrophage area on atherosclerotic plaques and reduced CD11c expression on monocyte-macrophage lineages in *Syk*^−/−^ mice; however, the decreased macrophage area could also be due to impaired cell differentiation.^22^ The evaluation of cell differentiation and the related genes using RNA-seq (Figures 2C and 2D) could help identify other therapeutic targets. 

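Genes of the non-classical monocyte, the subset that patrols blood vessels, were lower in the libraries labelled *Syk* del/del, while genes of the classical monocyte were mostly not changed beyond the spread between libraries. Of 25 genes of non-classical monocytes, 13 were lower, none was higher and 12 did not pass, with a median log2 fold change of -1.22, and 23 were lower when adjusted over the list alone. *Eno3*, a muscle-type enolase, was at 355 ± 70.9 in *Syk*+/+ and 121 ± 30.6 in *Syk* del/del (log2 fold change -1.56, standard error 0.18, adjusted p = 0.0073 from limma). *Adgre4*, an adhesion receptor of myeloid cells, was at 1066 ± 267 and 497 ± 39.4 (log2 fold change -1.08, standard error 0.14), and the phosphatase gene *Dusp16* at 454 ± 239 and 112 ± 12.4 (log2 fold change -1.90, standard error 0.25). *Itgax* belongs to this list, as do *Itgad* and *Itgal*. Without these 3 integrins 12 of 22 genes were lower, with the same median to 2 decimals. The list lay lower than other genes by camera (adjusted p = 1.3e-53), but adjusted p = 0.11 with an estimated correlation. In fry, a test of the list against no change, the adjusted p was 0.079. The 13 genes are part of the 49 that were lower in all, where 0.088 would be shared by chance among 13886 genes (Fisher's exact test, p = 1.2e-26, which takes genes as independent).
Of 20 genes of classical monocytes, 1 was lower (*Il1b*), none was higher and the median log2 fold change was 0.14, with 1 lower when adjusted over the list alone. *Chil3*, a chitinase-like protein of this subset, was at 5833 ± 1143 in *Syk*+/+ and 7786 ± 1303 in *Syk* del/del (log2 fold change 0.42, adjusted p = 0.63). Of 19 genes of resident macrophages, 2 were lower, the complement gene *C1qc* (log2 fold change -1.72, standard error 0.30) and *Cd5l* (-1.62, standard error 0.24), none was higher, and 10 were lower when adjusted over the list alone. *C1qb* had a log2 fold change of -1.11 (adjusted p = 0.063). The macrophage list lay lower than other genes by camera (adjusted p = 4.6e-14), with adjusted p = 0.11 with an estimated correlation. Fry, which tests whether a list moves one way and does not compare it with other genes, gave an adjusted p of 0.026. None of 20 genes of conventional dendritic cells, 13 of plasmacytoid dendritic cells and 14 of stem and progenitor cells passed by limma, over all genes or when adjusted over each list alone (1, 1 and 0 lower and 1, 1 and 2 higher at an unadjusted p under 0.05), with median log2 fold changes of -0.13, -0.11 and 0.04.

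**Figure D3:**
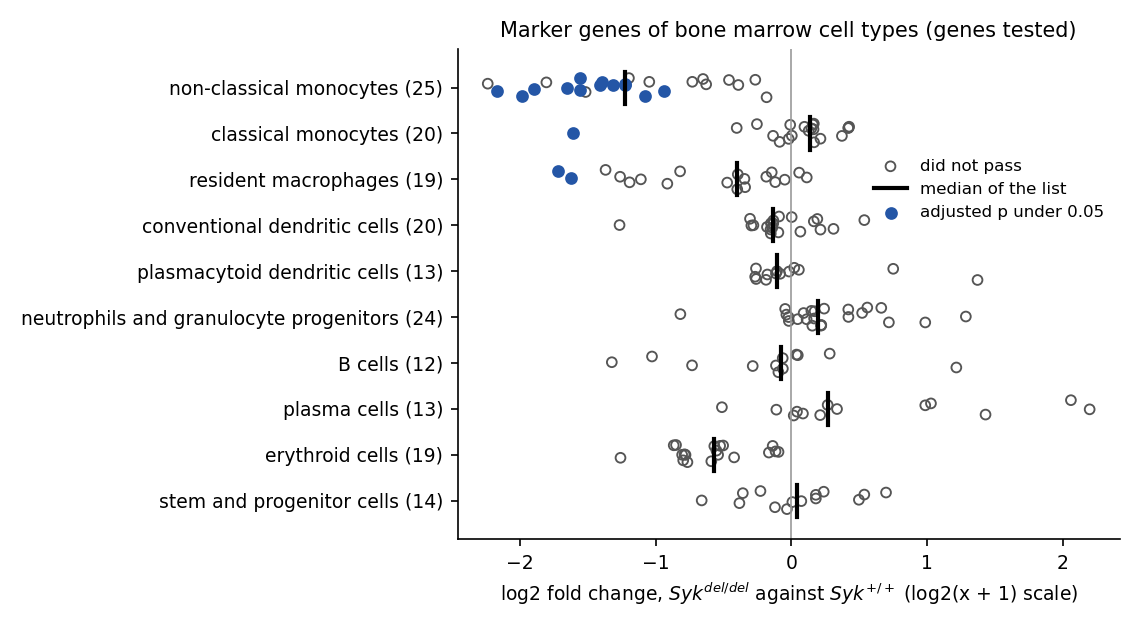
Log2 fold change of *Syk* del/del against *Syk*+/+ (x axis, log2(x + 1) scale) for marker genes of bone marrow cell types, with the number of genes tested in parentheses. Each point is a gene, filled where the adjusted p was under 0.05, and black lines are medians. The 25 non-classical monocyte genes all lie below 0, and the 19 erythroid genes have a median of -0.57.

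None of 19 erythroid genes passed by limma (3 lower at an unadjusted p under 0.05), but their median log2 fold change was -0.57 (camera adjusted p = 2.1e-06, and adjusted p = 0.44 with an estimated correlation), and the plasma cell list had a median of 0.27 (camera adjusted p = 2.1e-06, and adjusted p = 0.11 with an estimated correlation). The median of 15 stromal and endothelial genes was -0.60, with none past the threshold over all genes (5 lower at an unadjusted p under 0.05) and 4 lower when adjusted over the list alone. This list lay lower than other genes by camera (adjusted p = 2.1e-06), with adjusted p = 0.34 with an estimated correlation. The 13 non-classical genes became 0 without *Syk*+/+ replicate 1, 3 without *Syk*+/+ replicate 2 and 6 without *Syk* del/del replicate 2, and 0 when limma's variance did not follow the mean. Without those libraries or *Syk*+/+ replicate 3 *C1qc*, *Cd5l* and *Il1b* had adjusted p-values of 0.058 to 0.20.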

Second, although a downward trend was observed, the administration of FOXO1 inhibitor 5 days a week for 8 weeks did not considerably decrease the macrophage area in atherosclerotic mice that were fed a high-fat diet (Figure 6D). Therefore, a long-term experiment, e.g., 16 weeks, as shown in Figure 1C, could help improve the results. Third, although AS1842856 specifically suppresses FOXO1, it cannot be excluded that the off-target effect of FOXO3a inhibition contributes to atherosclerosis suppression. Additionally, CD11c is mainly expressed in myeloid cells, whereas AS1842856 acts systemically. This difference in the site of action can be elucidated using myeloid-specific *FOXO1*-knockout mice. Fourth, although the signaling axis we identified could be shared by atherosclerosis, RA, and SLE, the plaques in SLE have a tendency of being localized compared to those in general atherosclerosis.^65^ This suggests the presence of distinct atherogenic mechanisms between general atherosclerosis and chronic inflammatory diseases. Further investigation is needed to determine whether the suppression of FOXO1 could alleviate atherosclerosis in SLE patients.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-α-tubulin	Proteintech	Cat#1224-1-AP
Rabbit polyclonal anti-β-actin	Proteintech	Cat#20536-1-AP; RRID:AB_10700003
Rat monoclonal anti-CD115	BioLegend	Cat#135512; RRID:AB_11218983
Rat monoclonal anti-CD11b	BD Bioscience	Cat#557397; RRID:AB_396680
Armenian hamster monoclonal anti-CD11c	Abcam	Cat#ab185783
Armenian hamster monoclonal anti-mouse CD11c	BioLegend	Cat#117308; RRID:AB_313777
Mouse monoclonal anti-human CD11c	BioLegend	Cat#337205; RRID:AB_1236439
Rabbit polyclonal anti-FOXO1	Abcam	Cat#ab39670; RRID:AB_732421
Rabbit monoclonal anti-FOXO1	Cell Signaling Technology	Cat#2880; RRID:AB_2106495
HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L)	Proteintech	Cat#SA00001-2; RRID:AB_2722564
Mouse ICAM-1/Fc chimera	BioLegend	Cat#553004
Rabbit polyclonal anti-Lamin B1	Medical and Biological Laboratories	Cat#PM064; RRID:AB_10693917
Rat monoclonal anti-Mac-2	BioLegend	Cat#125401; RRID:AB_1134237
Rabbit anti-rat IgG HRP	Abcam	Cat#ab6734; RRID:AB_955450
Rabbit polyclonal anti-SYK	GeneTex	Cat#GTX100748; RRID:AB_1952121

**Bacterial and virus strains**		

Competent high DH5α	Toyobo Co., Ltd.	Cat#DNA-903

**Chemicals, peptides, and recombinant proteins**		

AS1708727	MedChemExpress	Cat#HY-123046
AS1842856	MedChemExpress	Cat#HY-100596
Blasticidin	Cayman Chemicals	Cat#14499
Compound C	Abcam	Cat#ab120843
Granulocyte–macrophage colony-stimulating factor	Peprotech	Cat#315-03
Phorbol myristate acetate	AdipoGen	Cat#AG-CN2-0010
Polybrene	Nacalai Tesque	Cat #12996-81
Puromycin	Cayman Chemicals	Cat#13884
RBC lysis buffer	pluriSelect	Cat #60-00050-11
SB203580	AdipoGen	Cat#AG-CR1-0030
SP600125	Cayman Chemicals	Cat #10010466
Tamoxifen	Cayman Chemicals	Cat #13258
XMU-MP-1	MedChemExpress	Cat #HY-100526

**Critical commercial assays**		

KAPA2G Fast HotStart ReadyMix	Kapa Biosystems	Cat #KK5610
Peroxidase Stain DAB Kit	Nacalai Tesque	Cat #25985-50
Secrete-Pair™ Dual Luminescence Assay Kit	GeneCopoeia	Cat #LF033
SimpleChIP® Enzymatic Chromatin IP Kit	Cell Signaling Technology	Cat #9002
Thunderbird SYBR qPCR Mix	Toyobo Co., Ltd.	Cat #QPS-201
ReverTra Ace qPCR RT Master Mix	Toyobo Co., Ltd.	Cat #FSQ-201
TaKaRa Bradford Protein Assay Kit	Takara Bio	Cat #T9310A

**Deposited data**		

RNA-Seq	Gene Expression Omnibus	GSE205972

**Experimental models: Cell lines**		

293T	RIKEN Cell Bank	RCB2202
HL-60	RIKEN Cell Bank	RCB3683
PLAT-E	From Prof. Zenichiro Honda, Health Care Center, Ochanomizu University	N/A
RAW264.7	RIKEN Cell Bank	RCB0535
THP-1	RIKEN Cell Bank	RCB1189

**Experimental models: Organisms/strains**		

Mouse: *Syk*^*flox/flox*^	Jackson Laboratory	RRID:IMSR_JAX:017309
Mouse: *Rosa26CreER*^*(T2)+/+*^	Jackson Laboratory	RRID:IMSR_JAX:008463
Mouse: *Ldlr*^*−/−*^	Jackson Laboratory	RRID:IMSR_JAX:002207
Mouse: *Syk*^*flox/flox*^*Rosa26CreER*^*(T2)+/+*^*Ldlr*^*−/−*^	Self-bred	N/A

**Oligonucleotides**		

Primers for PCR analysis of genomic DNA, see Table S2	This paper	N/A
Primers for qPCR analysis, see Table S3	This paper	N/A
Primers for Chi PCR analysis, see Table S4	This paper	N/A

**Recombinant DNA**		

Plasmid: MPRM43508-LvPG04	GeneCopoeia	Cat#MPRM43508-LvPG04

**Software and algorithms**		

ImageJ	National Institute of Health	https://ImageJ.nih.gov/ij/
FlowJo	Becton Dickinson	https://www.flowjo.com/
GraphPad Prism	GraphPad Prism	https://www.graphpad.com/scientificsoftware/prism/
CLC Genomics Workbench	QIAGEN	https://www.qiagen.com/us/products/discovery-and-translational-research/next-generation-sequencing/informatics-and-data/analysis-and-visualization/clc-genomics-workbench

**Other**		

6.5 mm Transwell® with 5.0 μm Pore Polycarbonate Membrane Insert	Corning	Cat #3421
Block Ace	KAC	Cat #UKB80
Blocking One Histo	Nacalai Tesque	Cat #06349-64
Clear Blot Membrane-P Plus	Atto	Cat #WSE-4051
DNeasy Blood & Tissue Kit	QIAGEN	Cat #69504
EasySep Mouse Monocyte Isolation Kit	Veritas	Cat #19861
FuGene®6 Transfection Reagent	Promega	Cat #E2691
KOD-plus-mutagenesis kit	Toyobo Co., Ltd.	Cat #SMK-101
NEBNext Ultra Directional RNA Library Prep Kit	New England Biolabs	Cat #E7420
Nuclear Extraction Kit	Abcam	Cat #ab113474
Clear Blot Membrane-P Plus	Atto	Cat #WSE-4051
ReliaPrep™ RNA Miniprep Systems	Promega	Cat #Z6010
RNA 6000 Pico kit	Agilent Technologies	Cat #5067-1513
rRNA-depletion kit	New England Biolabs	Cat #E6310
Protease Inhibitor Cocktail Set III	Calbiochem	Cat #539134
Tissue-Tek optimal cutting temperature compound	Sakura Finetek	Cat #45833
TRIZOL	Thermo Fisher Scientific	Cat #15596026
Western Diet	Research Diets Inc	Cat #D12079B
Zyppy™ Plasmid Miniprep Kit	ZYMO RESEARCH	Cat #D4036

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Hajime Kono ().

#### Materials availability

The materials in this article will be shared by the lead contact upon reasonable request.

### Experimental model and study participant details

#### Animals

We obtained *Syk*^*flox/flox*^, *Rosa26CreER*^*(T2)+/+*^, and *Ldlr*^*−/−*^ C57BL/6J mice from the Jackson Laboratory (Bar Harbor, ME, USA). Mice were crossbred to generate *Syk*^*flox/flox*^*Rosa26CreER*^*(T2)+/+*^*Ldlr*^*−/−*^ mice. The *Syk* gene was knocked out using oral administration of 200 mg/kg tamoxifen (13258; Cayman Chemicals, Ann Arbor, MI, USA) for 3 consecutive days at the age of 7–8 weeks. The mice were crossed more than 20 times. Male mice were used for *in vivo* experiments at the indicated age, and 8–15-week-old mice were used for *in vitro* experiments regardless of gender. For atherosclerotic development, mice were fed a high-fat diet (21% fat and 0.21% cholesterol; D12079B; Western Diet; Research Diets Inc., New Brunswick, NJ, USA) from the age of 8 weeks for 2–16 weeks. For FOXO1 inhibition experiments, mice were intraperitoneally injected with 20 mg/kg AS1842856 (HY-100596; MedChemExpress, Monmouth Junction, NJ, USA) 5 days a week for 2–8 weeks. Then, they were euthanized via isoflurane inhalation (Pfizer Inc., New York, NY, USA). The hearts of the euthanized mice were embedded in a Tissue-Tek optimal cutting temperature compound (45833; Sakura Finetek, Tokyo, Japan) after fixation in 10% neutral-buffered formalin; cardiac specimens were cut into 8-μm-thick slices using a microtome (Cryostat; CM 1850; Leica Microsystems GmbH, Wetzlar, Germany). These sections were stained with hematoxylin–eosin and anti-Mac-2 Ab (1:1,000; 125401; BioLegend, San Diego, CA, USA). Subsequently, Mac-2 staining was performed after incubating the sections with 0.3% H_2_O_2_ in methanol to block endogenous peroxidase activity; Blocking One Histo (06349-64; Nacalai Tesque, Kyoto, Japan) was used to minimize non-specific reactions, followed by incubation with rabbit anti-rat immunoglobulin G horseradish peroxidase antibody (1:2,000; ab6734; Abcam, Cambridge, UK). Then, sections were stained using a Peroxidase Stain DAB Kit (25985-50; Nacalai Tesque) and observed under a microscope (BX53; Olympus, Tokyo, Japan). The aortas were longitudinally cut after fixation in 10% neutral-buffered formalin and stained with Oil red O. Representative images were captured using a digital camera (D5200; Nikon, Tokyo, Japan). The stained area of each sample was measured using ImageJ (1.52i; National Institute of Health, Bethesda, MD, USA). Blood was collected from the inferior vena cava using a 24-gauge needle and centrifuged at 800 × *g* for 10 min at 20°C to obtain serum. Serum cholesterol levels were measured using an automated Clinical Chemistry Analyzer (FUJI DRI-CHEM 3500i; Fujifilm, Tokyo, Japan). All animal experiments were approved by the Ethical Committee of Teikyo University School of Medicine, Tokyo, Japan, and the use and care of animals were in accordance with the guidelines of Teikyo University School of Medicine.

#### Cell culture

Bone marrow cells were harvested from the femur and tibia of the mice. BMDMs were generated from the bone marrow cells with RPMI1640, 20% L929 conditioned medium, and 10% fetal bovine serum (FBS), followed by the addition of 5 mL of L929 conditioned medium after 2 days. Adherent cells were regarded as BMDMs. THP-1, 293T, HL-60, and RAW264.7 cells were incubated with RPMI1640 or DMEM and 10% heat-inactivated FBS. In some experiments, cells were starved with RPMI1640 and 1% inactivated FBS. The cells were incubated with the following inhibitors: AS1842856 (HY-100596; Medchem Express), AS1708727 (HY-123046; MedChemExpress), Compound C (ab120843; Abcam), SB203580 (AG-CR1-0030; AdipoGen, San Diego, CA, USA), SP600125 (10010466; Cayman Chemicals), and XMU-MP-1 (HY-100526; MedChemExpress). PLAT-E cells were incubated with DMEM, 10% heat-inactivated FBS, 1 μg/mL puromycin (13884; Cayman Chemicals), and 10 μg/mL blasticidin (14499; Cayman Chemicals).

### Method details

#### PCR analysis using genomic DNA

The genomic DNA of murine organs and primary cells was extracted using a DNeasy Blood & Tissue Kit (69504; Qiagen, Hilden, Germany). Next, 20 μL of PCR reaction mixture containing 10 ng of the template DNA, KAPA2G Fast HotStart ReadyMix with dye (2×) (KK5610; Kapa Biosystems, Wilmington, MA, USA), 0.5 μM forward primer, and 0.5 μM reverse primer was prepared. The PCR programs were as follows: for *Syk*, the first step was at 94°C for 3 min, followed by 35 cycles with denaturation at 94°C for 30 s, annealing at 65°C for 30 s, and extension at 72°C for 60 s; for *Ldlr* WT, the first step was at 95°C for 3 min, followed by 33 cycles with denaturation at 94°C for 30 s, annealing at 52°C for 45 s, and extension at 72°C for 50 s; and for *Ldlr* knockout, the first step was at 95°C for 3 min, followed by 35 cycles with denaturation at 94°C for 30 s, annealing at 53°C for 45 s, and extension at 72°C for 70 s. The primer sequences are provided in Table S2.

#### Western blotting

Proteins were extracted from tissues or cultured cells using lysis buffer (20 mM Tris-HCL, 150 mM NaCl, 0.5% Triton X-100, 1 mM ethylenediamine tetraacetic acid [EDTA], Protease Inhibitor Cocktail Set III 1:200 [539134; Calbiochem, Gibbstown, NJ, USA], and 0.5% sodium deoxycholate, pH 7.4) or a Nuclear Extraction Kit (ab113474; Abcam). The tissue and nuclear fractions were homogenized and sonicated, respectively. The obtained protein was quantified using a TaKaRa BCA Protein Assay Kit (T9300A; Takara Bio, Shiga, Japan) or TaKaRa Bradford Protein Assay Kit (T9310A; Takara Bio) according to the manufacturer’s instructions. Protein lysates were then incubated with SDS sample buffer, boiled at 95°C for 5 min, separated using 10% SDS-PAGE, and transferred to PVDF membranes (WSE-4051; Clear Blot Membrane-P Plus; Atto, Tokyo, Japan). Membranes were blocked overnight with 4% Block Ace (UKB80; KAC Co. Ltd., Kyoto, Japan) at 4°C and incubated with primary antibodies at 4°C overnight, followed by overnight incubation with HRP-conjugated AffiniPure Goat Anti-Rabbit IgG (H+L) (1:10,000 dilution; SA00001-2; Proteintech, Rosemont, IL, USA) at 4°C. Images were obtained using an AI 680 Imager (GE Healthcare Life Sciences, Chicago, IL, USA). Antibodies were then diluted in Immunoreaction Enhancer Solution (NKB-401; Can Get Signal; Toyobo Co., Ltd., Osaka, Japan). Primary antibodies used in this experiment were as follows: anti-Syk Ab (1:2,000; GTX100748; GeneTex, Alton Pkwy Irvine, CA, USA), anti-FOXO1 Ab (1:1,000; C29H4, 2880; Cell Signaling Technology, Danvers, MA, USA), anti-β-actin Ab (1:5,000; 20536-1-AP; Proteintech), anti-α-tubulin Ab (1:5,000; 11224-1-AP; Proteintech), and anti-Lamin B1 Ab (1:2,000; PM064; Medical and Biological Laboratories, Tokyo, Japan).

#### Wound scratch assay

BMDMs were incubated in 24-well plates (4 × 10^5^ cells/well) overnight. Cell-free zones were made using 200-μL tips and, after 24 h, the number of cells invading the cell-free zone was calculated using ImageJ 1.52i. Additionally, the BMDMs were cultured in 8-well glass chamber slides (2 × 10^5^ cells/well) overnight. After the cell-free zone was made (as described above), cells were observed under a confocal microscope (FV10i; Olympus) every 15 min for 24 h. The distance traveled by the cells was measured using ImageJ 1.52i.

#### Transwell migration assay

BMDMs were detached with 0.1% *w*/v trypsin and EDTA after pre-incubation with RPMI1640 and 0.5% FBS for 2 h. The BMDMs (4 × 10^4^ cells/well) were seeded in the upper side of the transwell in a 24-well plate (3421; pore size 5 μm; Corning, Kennebunk, ME, USA) for 10 min. Then, RPMI1640 supplemented with 0.5% FBS and 100 ng/mL CCL2 was added to the lower chamber, and BMDMs were incubated at 37°C for 3 h. The upper side of the membrane was wiped, fixed with 70% ethanol, and stained with hematoxylin–eosin. Adherent cells on the underside were counted using a microscope (BX53; Olympus). The cell number is expressed as the sum of cell counts in 10 fields of view per well.

#### qPCR and transcriptomic analysis

Bone marrow monocytes were isolated using an EasySep Mouse Monocyte Isolation Kit (19861; Veritas, Santa Clara, CA, USA). The total RNA was purified using ReliaPrep RNA Miniprep Systems (Z6010; Promega, Madison, WI, USA), followed by a reverse transcription reaction to obtain cDNA using ReverTra Ace qPCR RT Master Mix (FSQ-201; Toyobo Co., Ltd.) according to the manufacturer’s protocols. qPCR was performed using Thunderbird SYBR qPCR Mix (QPS-201; Toyobo Co., Ltd.) according to the manufacturer’s protocol in a 7500 FAST Real-Time PCR system (Applied Biosystems, Foster City, MA, USA). The number of amplification cycles was 40. The relative expression levels were calculated using the ΔΔCt method. The primers are listed in Table S3. For transcriptomics analysis, total RNA was isolated using TRIZOL (15596026; Thermo Fisher Scientific, Waltham, MA, USA). RNA quality was analyzed using an RNA 6000 Pico Kit (5067-1513; Agilent Technologies, Santa Clara, CA, USA). An RNA-seq library was constructed from 500 ng of total RNA using an NEBNext Ultra Directional RNA Library Prep Kit (E7420; New England Biolabs, Ipswich, MA, USA) after treatment with the rRNA-depletion kit (E6310; New England Biolabs). Then, paired-end sequencing was performed using NextSeq500 (Illumina, San Diego, CA, USA) by Tsukuba i-Laboratory LLP (Tsukuba, Ibaraki, Japan). Sequence reads were mapped into the mouse reference genome assembly (GRCm38/mm10) and quantified for annotated genes using the CLC Genomics Workbench (QIAGEN). The expression levels were normalized in transcripts per million. DEGs were defined as genes with FDR-corrected p < 0.05. The datasets are available at Gene Expression Omnibus (GSE205972).

#### Flow cytometry analysis

BMDMs were detached using 0.1% *w*/*v* trypsin and EDTA, and trypsin digestion was stopped using phosphate-buffered saline (PBS) (-) and 10% FBS. PMA (AG-CN2-0010; AdipoGen)-primed THP-1 and HL-60 cells were detached using cold PBS (-). Peripheral blood cells drawn from the inferior vena cava were incubated thrice with RBC lysis buffer (60-00050-11; pluriSelect, Leipzig, Germany) for 2 min to remove red blood cells. These samples were stained with Abs diluted in PBS (-) for 20 min on ice, followed by washing with 1 mL of PBS (-), centrifugation at 400 × *g* for 5 min at 4°C, and resuspension in 200 μL of PBS (-) before analysis. Data were acquired on a flow cytometer (EC800; Sony, Tokyo, Japan). Graphs were created using FlowJo (10.8.1; Becton Dickinson, Franklin Lakes, NJ, USA). The antibodies used in this experiment were anti-CD115 Ab (1:500; 135512; BioLegend), anti-murine CD11c (1:400; 117308; BioLegend), anti-human CD11c (1:100; 337205; BioLegend), and anti-CD11b (1:400; 557397; BD Biosciences, San Diego, CA, USA).

#### Cell adhesion assay

For this experiment, 96-well flat-culture plates were coated overnight with 2 μg/mL ICAM-1/Fc chimera (553004; BioLegend) at 4°C. The vessel was blocked with 2% bovine serum albumin for 1 h at 37°C and washed with PBS (-). Before the experiments, BMDMs were primed with 5 ng/mL GM-CSF (315-03; PeproTech, Inc., Rocky Hill, NJ, USA) for 2 days for CD11c upregulation. BMDMs were harvested with 0.1% w/v trypsin and EDTA, which was blocked with 50 μg/mL anti-CD11c (ab185783; Abcam) for 30 min on ice. Then, they were washed and resuspended in warm DMEM to obtain a concentration of 1 × 10^5^ cells/well. BMDMs were incubated in the ICAM-1/Fc chimera-coated plate at 37°C for 10 min. Finally, BMDMs were washed and fixed with 70% ethanol, followed by DAPI staining. The numbers of adherent cells were counted automatically via confocal microscopy (CQ1; Yokogawa, Tokyo, Japan).

#### CD11c reporter assay

Lentivirus plasmids carrying the *Cd11c* promoter sequence and nucleotide sequences encoding Gaussia luciferase and secreted embryonic alkaline phosphatase (SEAP) for normalization were obtained from GeneCopoeia (MPRM43508-LvPG04; Rockville, MD, USA). We generated various lengths of the *Cd11c* promoter and mutation sequence (5′-GACCC-3′; 1069–1065 bp upstream of the *Cd11c* TSS) using the KOD-Plus-Mutagenesis Kit (SMK-101; Toyobo Co., Ltd.); plasmids were transfected into competent high DH5α (DNA-903; Toyobo Co., Ltd.) and purified using a Zyppy Plasmid Miniprep Kit (D4036; Zymo Research, Irvine, CA, USA). Sequences were analyzed using a DNA sequencer at Eurofins Genomics (Luxembourg City, Luxembourg). The lentiviral plasmids were then transfected to PLAT-E using FuGene6 Transfection Reagent (E2691; Promega) and the supernatants, including the lentivirus, were collected. The supernatant with 8 μg/mL polybrene (12996-81; Nacalai Tesque) was added to BMDMs and centrifuged at 1000 × *g* at 32°C for 1 h. The supernatants were collected 2 days after from the day of infection. For FOXO1 overexpression, 293T cells were transfected with 50 ng of plasmids containing the CMV promoter and murine FOXO1 coding sequence and 50 ng of plasmids containing either the original or mutated *Cd11c* promoter, Gaussia luciferase, and SEAP using FuGene6 Transfection Reagent (E2691; Promega). The supernatants were collected 2 days after the day of transfection. Luciferase and SEAP activities were measured using a Secrete-Pair Dual Luminescence Assay Kit (LF033; GeneCopoeia) and luminometer (SpectraMax i3; Molecular Devices, San Jose, CA, USA), as per the manufacturer’s instructions.

#### ChiP PCR

DNA was purified using a SimpleChIP Enzymatic Chromatin IP Kit (9002; Cell Signaling Technology) and anti-FOXO1 antibody (ab39670; Abcam), as per the manufacturer’s protocols, after which PCR was performed. BMDMs were fixed with 1% formaldehyde for 30 min at 20°C, and the reaction was stopped using glycine. Subsequently, BMDMs were collected and incubated in wash buffers A and B with micrococcal nuclease at 37°C for 20 min; the reaction was stopped using EDTA. The suspension was sonicated five times for 10 s. After centrifugation at 9400 × *g* for 10 min at 4°C and the addition of ChiP buffer, the suspension was incubated overnight with 1 μg of anti-FOXO1 antibody (ab39670; Abcam) and Normal Rabbit IgG (2729; Cell signaling Technology) at 4°C, followed by incubation with 30 μL of ChIP-Grade Protein G Agarose Beads (9007; Cell Signaling Technology) at 4°C for 2 h. After centrifugation, the supernatant was discarded, and the pellet was incubated with ChiP elution buffer at 65°C for 30 min. After the supernatants were collected, DNA was purified. PCR was performed with 20 μL of PCR reaction mixture containing 2 μL of the purified DNA, KAPA2G Fast HotStart ReadyMix with dye (2×) (KK5610, Kapa Biosystems), 0.5 μM forward primer, and 0.5 μM reverse primer. The primer sequences are provided in Table S4.

### Quantification and statistical analysis

All data were analyzed using GraphPad Prism (version 9; GraphPad Software, San Diego, CA, USA); values are expressed as mean ± SEM. Normal distribution analysis was performed using the Shapiro–Wilk test or D’Agostino and Pearson test. For two groups, an unpaired *t*-test (parametric data) or Mann–Whitney *U* test (nonparametric data) was used. For more than two groups, one-way analysis of variance (ANOVA) with Dunnett’s T3 multiple comparisons test, Šídák’s multiple comparisons test (parametric data), or Kruskal–Wallis test in conjunction with Dunn’s multiple comparisons test (nonparametric data) was used. Significant differences were defined by two-tailed p < 0.05 or multiplicity-adjusted p < 0.05. The asterisks are defined as follows: ∗, p < 0.05; ∗∗, p < 0.01; ∗∗∗, p < 0.001; and ∗∗∗∗, p < 0.0001.

## Data Availability

• The RNA-seq data have been deposited at Gene Expression Omnibus (GSE205972) and are publicly available as of the date of publication. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling promotes atherosclerosis
**Source:** iScience. 2023 Jul 11;26(8):107293. doi: 10.1016/j.isci.2023.107293
**Supplement:** Document S1. Figures S1–S4 and Tables S1–S4

iScience, Volume 26

Supplemental information

GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling promotes atherosclerosis

Daisuke Tsukui, Yoshitaka Kimura, and Hajime Kono

iScience, Volume ■ ■

Supplemental information

GM-CSF receptor/SYK/JNK/FOXO1/CD11c signaling promotes atherosclerosis

Daisuke Tsukui, Yoshitaka Kimura, and Hajime Kono

Supplemental information

Table S1. List of predicted transcription factors, related to Figure 3

Matrix ID	Name	Score	Relative score	Start	End	Strand	Predicted sequence
MA0480.1	Foxo1	11.675	0.919932	-1071	-1061	+	acatgtttaca
MA0739.1	Hic1	11.525	0.953161	-958	-950	+	atgccagct
MA0047.2	Foxa2	11.3912	0.904454	-1068	-1057	+	tgttacagaaa
MA0829.1	Srebf1(var.2)	10.9087	0.902402	-1126	-1117	+	atcacctgag
MA0816.1	Ascl2	10.242	0.884744	-926	-917	+	ggctgctgct
MA0851.1	Foxj3	10.2088	0.830502	-1004	-988	+	agcaggtaacatagg<br>a
MA0151.1	Arid3a	9.84424	1	-1077	-1072	+	attaaa
MA0614.1	Foxj2	9.77521	0.923773	-999	-992	+	gtcaacat
MA0467.1	Crx	9.74681	0.882589	-991	-981	+	aggaagatttg
MA0079.2	SP1	9.64527	0.874205	-1102	-1093	+	cccagcccca
MA0854.1	Alx1	9.1537	0.808741	-955	-939	+	ccagctacttagcaccc
MA0739.1	Hic1	8.95423	0.899905	-1026	-1018	+	atgccatca
MA0158.1	HOXA5	8.82647	0.963737	-963	-956	+	cacaaatg
MA0124.2	Nkx3-1	8.63568	0.883942	-952	-944	+	gctacttag
MA0158.1	HOXA5	8.41119	0.949112	-1062	-1055	+	cagaaatg
MA0145.2	Tcfcp2l1	8.38124	0.853169	-939	-926	+	ccagttctttgctg
MA0160.1	NR4A2	8.24213	0.880658	-1002	-995	+	cagggtcaa
MA0498.1	Meis1	8.18814	0.837151	-969	-955	+	tactgtcacaaatgc
MA0840.1	Creb5	7.95934	0.857912	-1132	-1121	+	tatgatatcacc
MA1620.1	Ptf1a(var.3)	7.9295	0.843334	-1127	-1116	+	tatcacctgagt

This file was downloaded from JASPAR (<https://jaspar.genereg.net/faq/>) on Sep 28, 2021. Predicted transcription factors (TFs) that could bind to the SYK-related *Cd11c* promoter region were analyzed. The results show top 20 TFs binding to positive strands and are sorted by score.

Table S2. Primers for PCR analysis of genomic DNA, related to STAR Methods

Primer	Sequence (5' - 3')
<i>Syk</i> forward	GCCCGTTCTGTGCCTACTGG
<i>Syk</i> reverse	GCTGGTTCCTTTTCCTTCC
<i>Ldlr</i> common forward	AGGATGACTTCCGATGCCAG
<i>Ldlr</i> knockout reverse	AGGTGAGATGACAGGAGATC
<i>Ldlr</i> WT reverse	GCAGTGCTCCTCATCTGACTTG

Table S3. Primers used for qPCR, related to STAR Methods

Primer	Sequence (5' - 3')
<i>Cd11c</i> forward	CTGGATAGCCTTTCTTCTGCTG
<i>Cd11c</i> reverse	GCACACTGTGTCCGAACTCA
<i>GAPDH</i> forward	AGGTCGGTGTGAACGGATTTG
<i>GAPDH</i> reverse	TGTAGACCATGTAGTTGAGGTCA

Table S4. Primers for ChIP PCR, related to STAR Methods

Primer	Sequence (5' - 3')
Chip PCR forward	TAAAGTCCCAGCCCCAAG
Chip PCR reverse	TGGCATTGTGACAGTAC

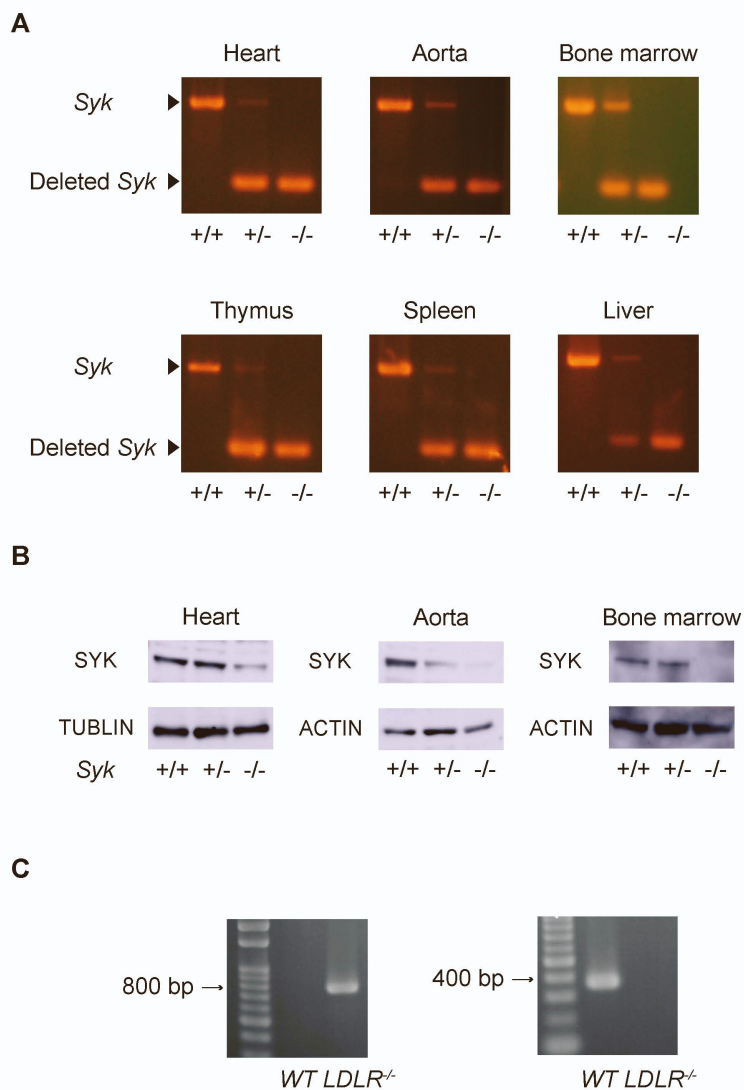

Figure S1. Analysis of *Syk* and *Ldlr* knockout, related to Figure 1

PCR analyses and western blotting show deletion of *Syk* gene (A) and protein (B) from several organs, respectively. (C) *Ldlr* knockout was analyzed using PCR. Images were obtained from at least three independent experiments.

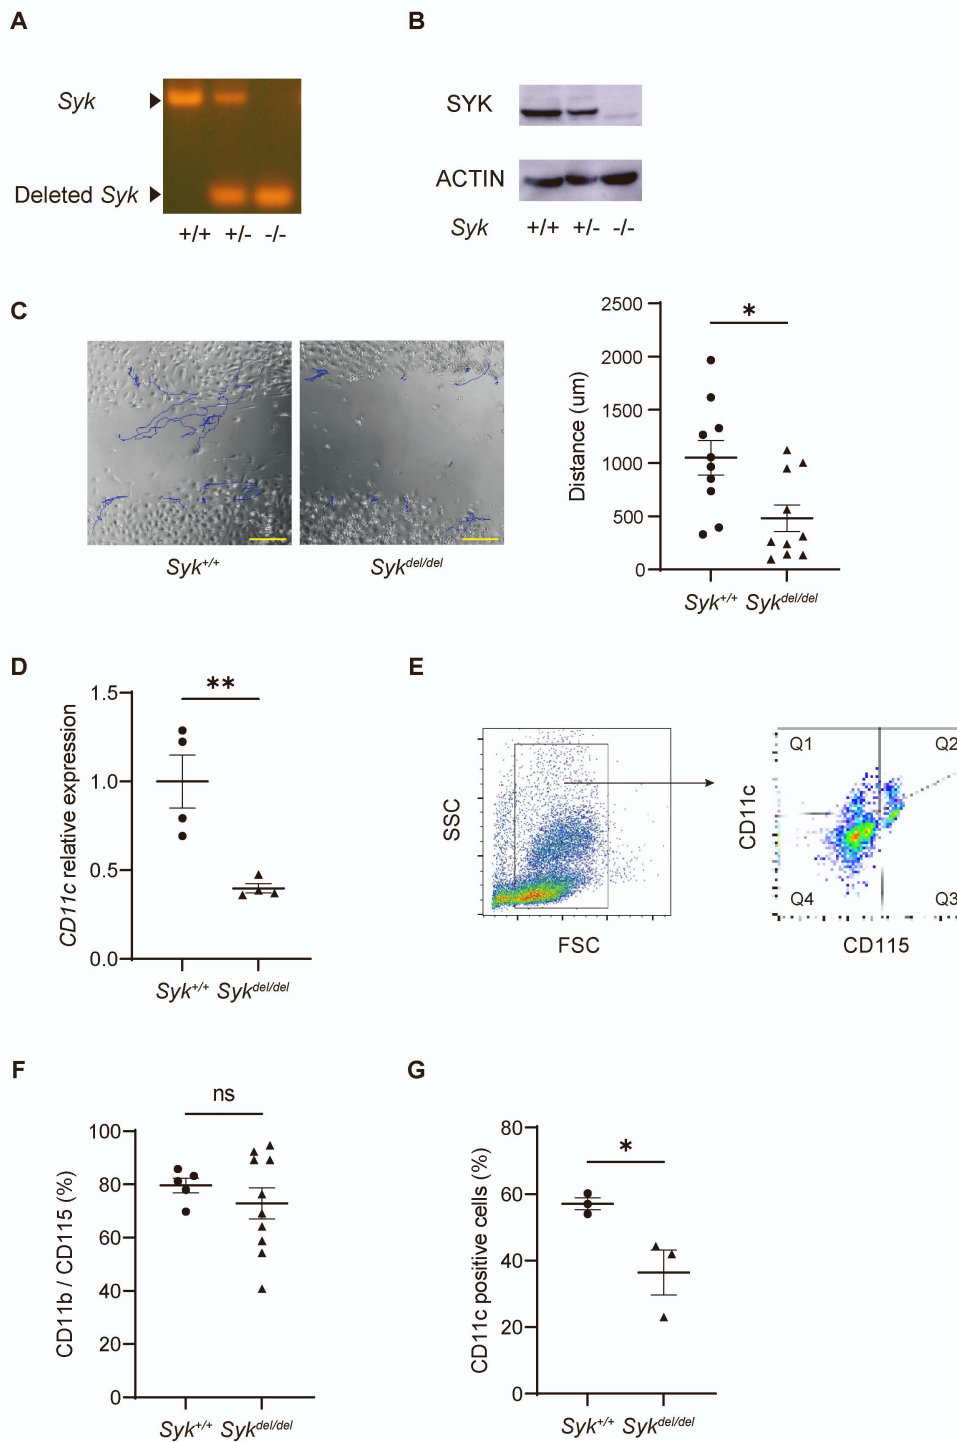

Figure S2. CD11c and CD11b expression downstream of SYK, related to Figure 2

PCR analysis and western blotting show deletion of spleen tyrosine kinase (Syk) gene (A) and protein (B) in bone marrow-derived macrophages (BMDMs). Images were obtained from three independent experiments. (C) Pictures of individual cell migration events were serially captured every 15 min for 24 h and combined into one. The moving distance of 10 individual cells was tracked and measured by ImageJ1.52i (unpaired t-test). (D) *Cd11c* expression was measured using qPCR. Total RNA was extracted from bone marrow monocytes from mice fed a high-fat diet for 2 weeks ($n = 4$ per group; unpaired t-test). (E) Flow cytometry gating analysis for peripheral monocytes. (F) CD11b expression on peripheral monocytes isolated from mice fed a high-fat diet for 8 weeks measured using flow cytometry. Representative gating analyses ($n = 5-10$; unpaired t-test). (G) CD11c expression on BMDMs measured using flow cytometry ($n = 3$ per group; unpaired t-test). BMDMs were stimulated overnight with 5 ng/mL granulocyte-macrophage colony-stimulating factor (GM-CSF). Data are shown as mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$; Ns: not significant. FSC = forward scatter; SSC = side scatter.

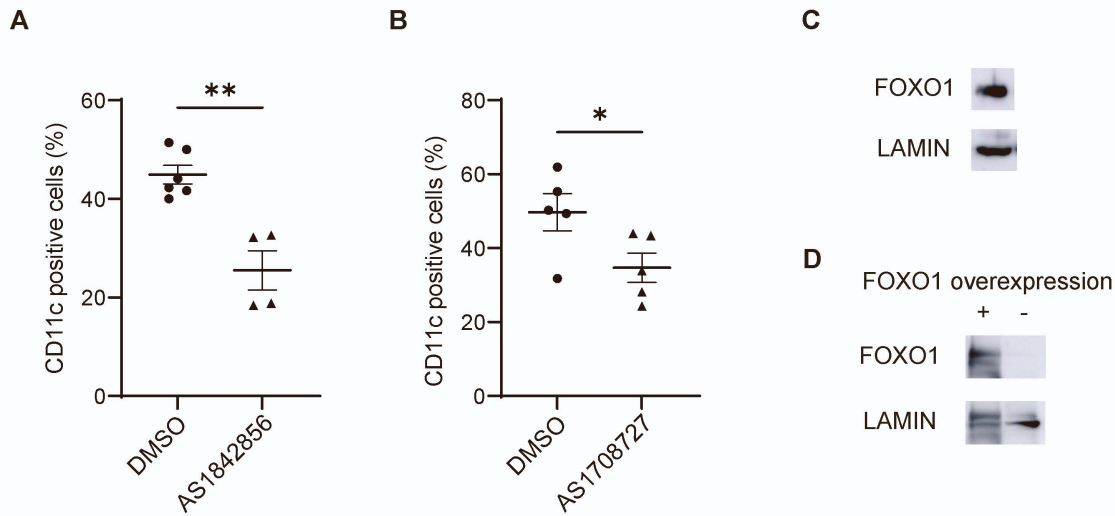

Figure S3. AS1842856 inhibits CD11c expression in murine cell lines, related to Figure 3

(A) CD11c expression on RAW264.7 cells measured using flow cytometry after overnight incubation with Forkhead box O1 (FOXO1) inhibitor (58 nM AS1842856) ($n = 4-6$ per group; Mann-Whitney test).

(B) CD11c expression of bone marrow-derived macrophages (BMDMs) of *Syk*^{+/+} measured using flow cytometry. The BMDMs were stimulated overnight with 20 ng/mL granulocyte-macrophage colony-stimulating factor (GM-CSF) after overnight incubation with another FOXO1 inhibitor (2.82 μ M AS1708727).

Five independent experiments were performed ($n = 5$ per group; unpaired t-test). (C) Representative data of western blotting analysis of FOXO1 in the nuclear fraction of RAW264.7 cells. Three independent experiments were performed.

(D) Western blotting analysis of FOXO1 in the nuclear fraction of 293T cells transfected with FOXO1 overexpression plasmid. At least three independent experiments were performed.

Data are shown as mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$.

A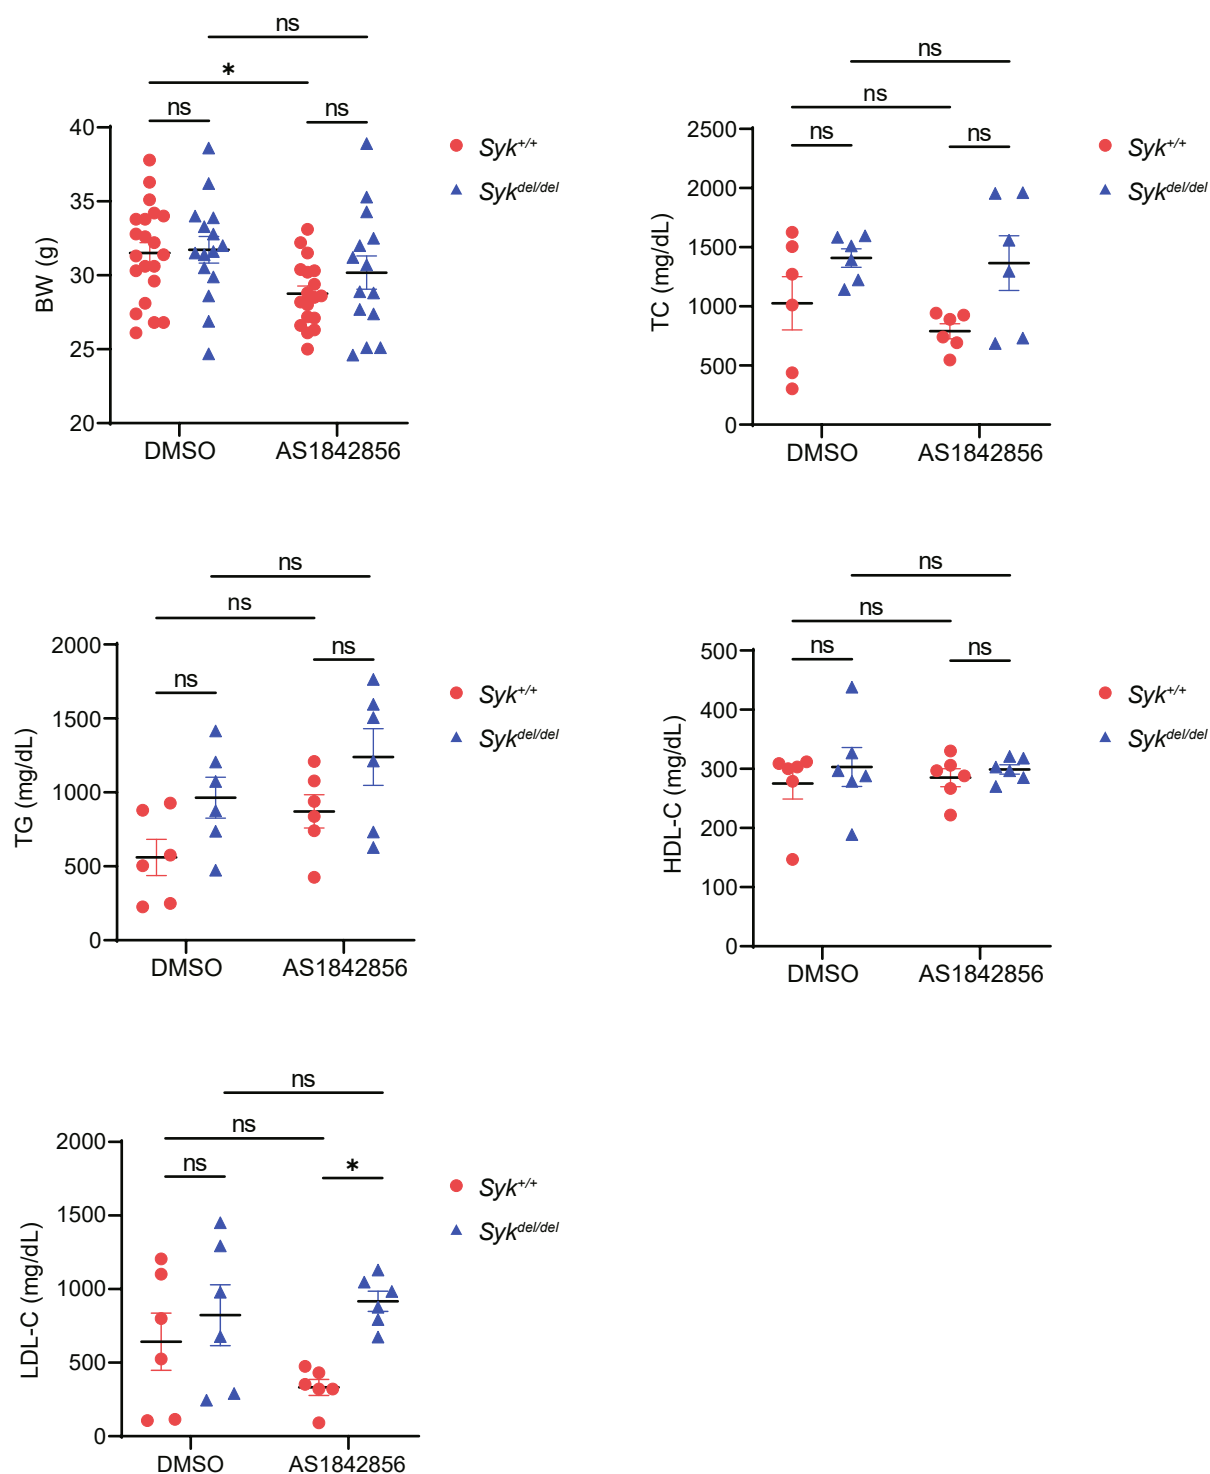

Figure S4. Characteristics of atherosclerosis-prone mice treated with FOXO1 inhibitor, related to Figure 6 (A) Each graph shows body weight (BW), serum levels of total cholesterol (TC), triglyceride (TG), HDL-cholesterol (HDL-C), and LDL-cholesterol (LDL-C) ($n = 14\text{--}21$ for BW; $n = 6$ per group for other parameters; one-way ANOVA followed by Dunnett's T3 multiple comparisons test for BW and LDL-C, one-way ANOVA followed by Šídák's multiple comparisons test for TC and TGs, and Kruskal–Wallis test followed by Dunn's multiple comparisons test for HDL-C were performed. Data are shown as mean $\pm$ SEM. * $P < 0.05$; Ns: not significant. *Syk* = spleen tyrosine kinase. Forkhead box O1 = FOXO1.

How the deposited data were processed for this re-analysis (not part of the article)

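RNA of bone marrow monocytes from 3 *Syk*+/+ and 3 *Syk* del/del samples was sequenced by the authors, and the values analysed here are those of their deposited table. The labels name the genotype and the replicate of each library. The submitters' description gives 8 weeks of high-fat diet, while the paper gives 2 weeks for the monocytes used in qPCR and 8 weeks for the flow cytometry, and does not give the time for the RNA-seq. The *Syk* gene had been deleted by tamoxifen at 200 mg/kg for 3 days.

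The authors mapped paired-end reads of rRNA-depleted, directional libraries to GRCm38/mm10 and counted them for annotated genes with CLC Genomics Workbench. The annotation, the version, the strand setting of the counting and the treatment of reads that match several genes are not given in the sources used here. The deposited values are on a log2 scale, log2(x + 1), for 49585 rows, of which 187 carry a name with a numbered copy. The methods name TPM, but 1 step per library fits every gene (all values whole within 0.06 of a read), so x is a read count scaled per library and not per gene length. The deposited table also gives 1 p-value per gene from the authors' comparison of the genotypes, which is not adjusted, and the test behind it is not named in the paper's text. These p-values were used only as an added alternative and in the comparison with the paper.

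The reads recovered from the table ranged from 6805111 to 7071823 in *Syk*+/+ (median 6934932) and from 4168626 to 6254375 in *Syk* del/del (median 5870797). They are reads assigned to genes, not all reads sequenced. The scaled totals were nearly equal in all libraries.

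A count model had been planned for the case of raw counts. Since the table holds log2 values, limma (version 3.58.1, R 4.3.3, eBayes with a trend on the mean) was fitted to log2(x + 1) of all 6 libraries with the genotype as the factor, as planned for normalized values, over 14023 genes with a normalized count of at least 1 in at least 3 libraries. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. Immunoglobulin genes (395 rows, of which 137 were tested) were left out of the count of genes after the test, since the paper leaves them out. Gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01 between genes, adjusted over the 30 lists. By camera 16 lists passed, with an estimated correlation none did (the lowest adjusted p was 0.11), and by fry, which tests a list against no change, resident macrophages and plasma cells, 2 lists, passed. The plan did not say whether camera's variance should follow the mean. That option was set, to match limma, after the values without it had been seen, and without it 13 lists pass, all among the 16, and again none with an estimated correlation. Coordinates are those of GENCODE M21 for GRCm38, matched by gene name.

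The genes named are *Syk*, *Itgax*, *Itgad*, *Itgam* and every other gene the paper names, the 10 largest decreases and increases among genes past the threshold that are not immunoglobulin genes, with genotypes that do not overlap and a mean CPM of at least 1, and up to 4 genes with the smallest p of each list described. Genes outside this rule are marked where they appear, and some genes within it are not reported here.

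The fit was tested on simulated counts for the same comparison, over 14137 genes, with the means and depths of the real libraries. Each gene's spread was drawn at random from real genes with a mean of at least 20 normalized counts, whatever its own mean. The changed genes were also drawn from that range, so recovery of lower genes was not tested. The fit recovered 72% of 100 genes changed by 1 on the log2 scale and 96% of 100 genes changed by 2, and called 9 unchanged genes. The spread was drawn gene by gene in this simulation, which replaced a first one with 1 median spread for all genes, in which more changed genes were recovered. Alternatives were other scalings, pseudocounts, filters and thresholds, limma without the trend, a replicate block, leaving out each library in turn, limma-voom on the recovered reads, reads thinned to 1 depth, and the authors' p-values. The last 3 were added after the data were seen, as were camera without the trend and thinned reads over genes with a mean normalized count of at least 5, the latter because thinning alone had called no gene.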

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

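The tests on cell types in the next 3 paragraphs and the count of genes in other splits of the libraries were chosen after their results had been seen, and the tests on depth, scaling, shared reads and the list in other splits were set before, though the list values themselves were known.

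The paper's text does not discuss non-classical monocyte genes, of which 13 of 25 were lower in the libraries labelled *Syk* del/del (median log2 fold change -1.22). Of the 25 genes, 13 also stand in another list used here. The 13 calls became 0 without *Syk*+/+ replicate 1, 3 without *Syk*+/+ replicate 2 and 6 without *Syk* del/del replicate 2. *Nr4a1*, a transcription factor that this subset needs, was chosen after its values were seen and had a log2 fold change of -0.73 (adjusted p = 0.77). Lower depth of the *Syk* del/del libraries is argued against, because the median was -1.25 after all libraries were thinned to 4168626 reads, although no gene of the list was called after thinning. The fold change of *Itgax* was -1.41 before and -1.48 after (adjusted p = 0.0080 and 0.20, the latter the highest of 8 draws, of which the lowest was 0.078), while limma's prior degrees of freedom went from 9.0 to 4.4. The scaling between libraries is argued against by the median over all genes of 0.001. A smaller share of non-classical monocytes among the cells stays open. *Itgax* lay within the range of the list's other genes (37.5% of them had a lower fold change). Most genes of a list lie within such a range whatever the cause. This place therefore cannot tell a smaller share from lower expression in each such cell, which was not tested. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and the real split, with a median 1.22 from 0, was the 1 split as far from 0, the highest other being 0.81; the number of genes called was 50 in the real split, again 1 of 10, and at most 0 in the others.

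Immunoglobulin genes, which the paper leaves out, took 0.145% ± 0.0334 of the normalized counts in *Syk* del/del and 0.0771% ± 0.0102 in *Syk*+/+ (n = 3, exact permutation p = 0.10, two-sided, the smallest that 3 against 3 allow). Of 137 tested, 122 had a fold change above 0, 2 passed over all genes, 55 were higher and 1 lower at an unadjusted p under 0.05, and 24 were higher when adjusted over these genes alone. *Igha*, *Ighg2b* and *Ighm*, named after their values were seen, had log2 fold changes of 0.85, 1.82 and -0.08. Reads moved between similar segments are argued against, because the summed counts were higher in every *Syk* del/del library (log2 fold change 0.89). The sum cannot show reads that were dropped or counted for other genes. *Igkc*, also named after its values were seen, was at only 1.53 ± 0.551 in *Syk*+/+ and 5.1 ± 2.38 in *Syk* del/del. More B cells as the whole source are argued against by the 4 B cell genes with at least 20 normalized counts. Among them the highest log2 fold change plus 2 standard errors was 0.60, that of *Spib* (-0.11, standard error 0.36), which is also on the plasmacytoid dendritic cell list. *Cd79b*, the most abundant, was at 65.0 ± 8.20 in *Syk*+/+ and 62.2 ± 17.7 in *Syk* del/del. None of the 12 genes of the B cell list passed by limma, 0 had an unadjusted p under 0.05, and most lie near the floor. More plasma cells, which the isolation kit should remove, remain a candidate source, since the plasma cell list, which holds no immunoglobulin gene and shares no gene with another list, had a median of 0.27 with 0 of 13 called over all genes and 4 higher when adjusted over the list alone (*Jchain* at 253 ± 93.2 in *Syk*+/+ and 486 ± 82.7 in *Syk* del/del, *Edem1*, its most abundant gene, at 2640 ± 281 and 2810 ± 391).

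Resident macrophage genes, of which 2 of 19 were lower, had a median log2 fold change of -0.40 that the paper does not report. Both calls ended without *Syk*+/+ replicate 1, 2 or 3 or *Syk* del/del replicate 2, at adjusted p-values of 0.058 to 0.17. Depth is argued against by a median of -0.41 after thinning. Fewer marrow macrophages carried over with the erythroid cells they hold, which the kit should also remove, remain a candidate source, since the erythroid list had a median of -0.57 (*Hbb-bs*, its most abundant gene, at 245 ± 123 in *Syk*+/+ and 137 ± 64.7 in *Syk* del/del). A low median was not particular to the erythroid list, since that of stromal and endothelial genes was -0.60, while that of plasma cell genes was 0.27. By camera with an estimated correlation the erythroid and stromal lists had adjusted p-values of 0.44 and 0.34. Genes of the macrophage and erythroid lists also did not go together in every library. In *Syk*+/+ replicate 2 the erythroid genes *Hba-a1* (56.7) and *Hbb-bt* (40.3) lay within the range of *Syk* del/del (43.2 to 87.4 and 28.8 to 59.3), while the macrophage genes *Cd5l* (62.4) and *C1qb* (72.0) lay above it (at most 21.1 and 38.8). *Lgals3*, the most abundant gene of the macrophage list and 1 that other myeloid cells also express, was at 4760 ± 246 and 5180 ± 770. An effect of the genotype on the macrophages themselves was not tested.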

How the results depend on the processing

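The alternatives with limma-voom, the authors' p-values, thinned reads and camera without trend were chosen after the data had been seen. The 50 called genes kept their direction without any 1 library. Of 2412 values under alternatives of 135 named genes, called genes among them but without *Syk*, *Itgax*, *Itgad* and *Itgam*, 2231 kept direction and side of the threshold, 111 fell short of it, 27 newly passed it and 43 changed sign. *Syk* (log2 fold change -0.17 to -0.02 without 1 library) did not pass under any of 18 alternatives, and neither did Itgam_1, which changed sign without *Syk*+/+ replicate 1 or *Syk* del/del replicate 2 (-0.034 to 0.048). The count of 50 genes was 6 with limma without trend (2 lower, 4 higher), 13 at an adjusted p under 0.01 (13 lower, 0 higher), and ranged from 4 to 66 without 1 library (4 to 50 lower, 0 to 16 higher). It was 138 with the authors' p-values over the tested genes (128 lower, 10 higher), 99 with those over all rows of their table (93 lower, 6 higher), 76 of them at least 2-fold (3 higher), and 0 with reads thinned to one depth (0 lower, 0 higher). In 8 draws of the thinning 7 called 0 genes and the other 3. Limma's prior degrees of freedom were 4.4 after thinning and 9.0 before. Thinned reads over genes with a mean normalized count of at least 5, a setting chosen after that result, gave 40 genes (0 higher, 33 to 52 genes over the draws) at 8.6. The 1 higher gene became 0 with upper-quartile rescaling, a mean normalized count of at least 5, pseudocount 0.1, a fold change of at least 2 and limma-voom on recovered reads (34 genes), 2 with quantile normalization, 2 with immunoglobulin genes left out before normalization, 5 with no filter on low values and 3 with immunoglobulin genes counted. With the replicate block 48 genes passed, 2 of them higher. Deviations of libraries with the same number correlated at 0.06, 0.08 and 0.05 over 8335 genes, and those with different numbers at -0.14 to 0.08, with 1 of the 6 above 0.05. This does not settle whether the numbers are pairs, which the sources do not say.

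The call of *Itgax* ended with limma without trend (-1.41, adjusted p = 0.41), with thinned reads (-1.48, adjusted p = 0.20, and 0.078 to 0.20 over 8 draws) and without *Syk*+/+ replicate 1 or 2, over -1.58 to -1.199 without 1 library and adjusted p-values of 0.0033 to 0.41 from limma, against 4.6e-08 from the authors' p-values adjusted over the tested genes. It held under the other 14 of 18 alternatives, among them limma-voom and thinned reads over genes with a mean normalized count of at least 5. *Itgad* (-1.81, adjusted p = 0.0024) and Itgam_2 (-1.02, adjusted p = 0.013) passed with the authors' p-values over the tested genes and under none of their other 17 alternatives, at -2.16 to -1.32 and -1.28 to -0.84 without 1 library. The 13 non-classical monocyte genes became 0 with limma without trend, 0 with thinned reads and 0 to 13 without 1 library. With an estimated correlation the calls of the lists of non-classical monocytes (median -1.22), plasma cells (0.27) and resident macrophages (-0.40) ended at an adjusted p of 0.11, or 0.26, 0.26 and 0.23 without trend, and fry, a test against no change, gave 0.079 for non-classical monocytes. Without 1 library these medians ranged from -1.42 to -1.02, 0.19 to 0.32 and -0.59 to -0.37.

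None of the named genes that changed sign had passed the threshold. Without 1 library these were *Arid3a* (-0.107 to 0.009), *Ccl2* (-0.331 to 1.16), *Cd72* (-1.23 to 0.025), *Csf2rb* (-0.075 to 0.025), *Foxj2* (-0.077 to 0.054), *Foxj3* (-0.017 to 0.059), *Foxo4* (-0.101 to 0.042), *Gapdh* (-0.043 to 0.057), *Kdm5d* (-0.162 to 0.026), *Mapk14* (-0.049 to 0.01), *Mapk8* (-0.223 to 0.043), *Meis1* (-0.238 to 0.291), *Sp1* (-0.061 to 0.038), *Srebf1* (-0.07 to 0.017), *Stk4* (-0.037 to 0.029), *Uty* (-0.041 to 0.149), *mt-Nd2* (-0.481 to 0.027), *mt-Nd4* (-0.475 to 0.02), *mt-Nd5* (-0.297 to 0.048), *mt-Nd6* (-0.996 to 0.013). With thinned reads, over all tested genes and over those with a mean of at least 5, *Foxj3* (-0.004), *Sp1* (0.02) and *Kdm5d* (0.021) changed sign, and with quantile normalization *Stk4* (0.011) and *Sp1* (0.004). Medians of lists changed sign without 1 library for B cells (-0.148 to 0.004), FOXO target genes (-0.111 to 0.111), Y chromosome and Xist (-0.073 to 0.046), cholesterol synthesis and uptake (-0.017 to 0.218), conventional dendritic cells (-0.287 to 0.109), eosinophils, basophils and mast cells (-0.29 to 0.379), immediate early genes (-0.331 to 0.343), inflammatory cytokines and chemokines (-0.297 to 0.196), interferon-stimulated genes (-0.252 to 0.04), mitochondrial genome (-0.342 to 0.043), stem and progenitor cells (-0.017 to 0.114). With thinned reads those of FOXO target genes (0), plasmacytoid dendritic cells (0.021), stem and progenitor cells (-0.002) and Y chromosome and Xist (0.014) did. Of these lists, immediate early genes and interferon-stimulated genes had passed camera. Without *Syk* del/del replicate 1 immediate early genes and inflammatory cytokines passed camera in the opposite direction (medians 0.34 and 0.20, adjusted p = 2.9e-04 and 0.011). The cause of these changes was not tested. The planned fit on TPM was not run, since the table holds none, and the count models were not run on log2 values. The shallowest library, at 4168626 reads, limits what low genes such as *Itgad* can show.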

Differences from the paper's values

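The paper reports 78 differentially expressed genes at an FDR under 0.05 with immunoglobulin genes left out, and 50 passed that threshold here. Of the alternatives set before the data were examined, 4 gave a count within 1.5 times the paper's: 52 with immunoglobulin genes left out before normalization, 57 with no filter on low values, 66 without *Syk* del/del replicate 1 and 52 with immunoglobulin genes counted. The other 13 did not, at 4 to 49 genes: upper-quartile rescaling, quantile normalization, limma without trend, a mean normalized count of at least 5, pseudocount 0.1, the replicate block, the thresholds of 0.01 and of at least 2-fold, and each other library left out. Of the 4, that with immunoglobulin genes counted is unlike the paper's count, which leaves them out. The 66 genes came from a fit without 1 library. The authors' deposited p-values, in settings chosen after seeing the values, gave 138 genes when adjusted over the tested genes, 99 when adjusted over all rows of the deposited table and 76 when a fold change of at least 2 was also asked, and the last 2 settings drop 0 of the 3 integrins that the paper names.

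The paper lists *Itgad* and *Itgam2* with *Itgax* among the genes that are lower in *Syk*-deficient monocytes. Here *Itgax* passed (adjusted p = 0.0080), while *Itgad* (log2 fold change -1.81, adjusted p = 0.21) and the row Itgam_2 (log2 fold change -1.02, adjusted p = 0.31) were lower in every *Syk* del/del library without passing. With the p-values of the authors' deposited table, a setting chosen after seeing the values, both pass, at 0.0086 and 0.045 adjusted over all rows and 0.0024 and 0.013 over the tested genes.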

Other observations

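The transcripts of the signalling axis that the paper studies in BMDMs were also counted in these monocytes. By limma, none of 22 genes of the GM-CSF receptor, JNK and FOXO axis passed over all genes or when adjusted over the list alone, 0 had an unadjusted p under 0.05, and their median log2 fold change was -0.03. *Foxo1* was at 215 ± 20.3 in *Syk*+/+ and 201 ± 20.3 in *Syk* del/del (log2 fold change -0.10, standard error 0.12, adjusted p = 1), *Foxo3* at 1325 ± 42.1 and 1304 ± 46.8, and *Foxo4* at 262 ± 24.8 and 257 ± 24.7. *Csf2ra* and *Csf2rb*, which encode the GM-CSF receptor, had log2 fold changes of -0.08 and -0.02, and the JNK genes *Mapk8* and *Mapk9* -0.08 and 0.09, all with an adjusted p of 1. Of 24 FOXO target genes 1 was lower, *Il1b*, and 2 were lower when adjusted over the list alone, *Il1b* and *Bcl6* (log2 fold change -0.61, adjusted p = 0.14 over all genes). These are transcript levels in monocytes, while the paper measured FOXO1 protein in BMDMs, where it reports less in the nucleus and the same level in total cell lysate (Figure 3C).

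Among the transcription factors of Table S1, *Sp1* (2241 ± 114 in *Syk*+/+, 2233 ± 158 in *Syk* del/del), *Arid3a* (1669 ± 148, 1630 ± 73.8) and *Foxj2* (497 ± 20.1, 494 ± 45.3) were counted in these monocytes at an adjusted p of 1, while *Foxa2*, *Crx*, *Alx1*, *Hoxa5* and *Ptf1a* are listed at 0 in all 6 libraries. *Nr4a2* was at 25.1 ± 6.58 and 58.0 ± 38.2 (log2 fold change 0.90, adjusted p = 0.995). *Csf1r*, which encodes CD115, was at 7983 ± 971 and 6686 ± 316 (log2 fold change -0.25, adjusted p = 0.90).

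By limma, of the remaining lists that passed camera none of 36 cell cycle genes passed (median log2 fold change 0.05), none of 30 interferon-stimulated genes (-0.12), none of 24 neutrophil and granulocyte progenitor genes (0.19), none of 13 megakaryocyte and platelet genes (-0.125), with 1 lower when adjusted over the list alone, and none of 25 replication-dependent histone genes (-0.08, 20 of them negative). At an unadjusted p under 0.05 there were 0, 5, 0, 3 and 2 lower genes and no higher gene in these lists. Their camera adjusted p-values were 0.018, 0.0014, 0.0031, 0.032 and 0.0073, and adjusted p = 0.49, 0.59, 0.55, 0.34 and 0.49 with an estimated correlation. The first and the fourth did not pass camera without the trend (adjusted p = 0.060 and 0.057). Without *Syk* del/del replicate 1 the median of interferon-stimulated genes was 0.04, and the list did not pass camera (adjusted p = 0.51).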
